# Profiling of epigenetic marker regions in murine ILCs under homeostatic and inflammatory conditions

**DOI:** 10.1084/jem.20210663

**Published:** 2022-08-08

**Authors:** Michael Beckstette, Chia-Wen Lu, Susanne Herppich, Elia C. Diem, Anna Ntalli, Aaron Ochel, Friederike Kruse, Beate Pietzsch, Katrin Neumann, Jochen Huehn, Stefan Floess, Matthias Lochner

## Abstract

Epigenetic modifications such as DNA methylation play an essential role in imprinting specific transcriptional patterns in cells. We performed genome-wide DNA methylation profiling of murine lymph node–derived ILCs, which led to the identification of differentially methylated regions (DMRs) and the definition of epigenetic marker regions in ILCs. Marker regions were located in genes with a described function for ILCs, such as *Tbx21*, *Gata3*, or *Il23r*, but also in genes that have not been related to ILC biology. Methylation levels of the marker regions and expression of the associated genes were strongly correlated, indicating their functional relevance. Comparison with T helper cell methylomes revealed clear lineage differences, despite partial similarities in the methylation of specific ILC marker regions. IL-33–mediated challenge affected methylation of ILC2 epigenetic marker regions in the liver, while remaining relatively stable in the lung. In our study, we identified a set of epigenetic markers that can serve as a tool to study phenotypic and functional properties of ILCs.

## Introduction

Innate lymphoid cells (ILCs) comprise an integral part of a complex and flexible immunological network with important roles under both homeostatic and inflammatory conditions. ILCs are currently classified into five different subsets: natural killer (NK) cells, ILC1, ILC2, ILC3, and lymphoid tissue inducer (LTi) cells, based on their ontogeny, the cytokines they produce, and the expression of transcription factors that are crucial for their maintenance and function (Vivier et al., 2018). Although ILCs lack antigen-specific activation and clonal selection, they share many phenotypical and functional properties with T cells. While NK cells show cytotoxic activity (therefore resembling CD8^+^ T cells), ILC1, ILC2, and ILC3 can be viewed as the innate counterparts of CD4^+^ T helper 1 (Th1), Th2, and Th17 lineages, respectively (Colonna, 2018). As such, ILC1 depend on the transcription factor T-bet and secrete the prototypical Th1 cytokine IFN-γ. ILC2 are defined by expression of Gata3 and their ability to secrete cytokines such as IL-5, IL-9, and IL-13. ILC3 and LTi cells are governed by RAR-related orphan receptor γt (RORγt) expression and produce the cytokines IL-17 and IL-22 (Colonna, 2018; Spits et al., 2013). Functionally, ILC1 and ILC3 contribute to immunity to viruses, bacteria, and fungi. ILC2s promote immunity to certain extracellular helminth parasites, and LTi cells are involved in the formation of secondary lymphoid organs during embryogenesis. Similar to CD4^+^ Th cells, however, ILCs may also contribute to tissue pathology under acute and chronic inflammatory conditions (Artis and Spits, 2015). Research published during recent years also revealed important roles for ILCs in various other physiological processes, including tissue homeostasis and remodeling, neuro-immune interaction, and tolerance (Branzk et al., 2018).

Transcriptomic analysis in conjunction with global epigenetic profiling is a powerful tool to gain novel insights into ILC lineage heterogeneity and function (Sciume et al., 2017). Recently, single-cell transcriptomes of human and murine ILCs confirmed the general classification into the ILC1-3 main lineages but suggested a significantly greater diversion of subpopulations, depending on the differentiation status, tissue location, and environmental stimuli such as the microbiota (Bjorklund et al., 2016; Gury-BenAri et al., 2016; Zeis et al., 2020). Epigenetic profiling of accessible chromatin regions and selective histone modifications revealed unique open chromatin landscapes in murine ILC subsets, fortifying the view of ILC1, ILC2, and ILC3 as distinct lineages (Gury-BenAri et al., 2016; Shih et al., 2016). Importantly, epigenetic marks appeared to be less sensitive to tissue localization and cell activation status than the transcriptome and therefore might reflect lineage relationship more reliably (Shih et al., 2016). Accessible chromatin and permissive histone marks were identified at the loci of lineage-specific transcription factors and signature cytokines (Gury-BenAri et al., 2016; Shih et al., 2016). However, while the expression of lineage signature cytokines was massively increased upon stimulation, the chromatin landscape remained relatively static, indicating that the corresponding genetic loci were epigenetically primed in ILC already before activation (Shih et al., 2016).

DNA methylation of CpG motifs represents a common epigenetic modification, which can act in concert with other epigenetic means to control the transcriptional program of immune cells (Zhang and Cao, 2019). In T cells, it has been demonstrated that specific CpG motifs located in the promoter and distal regulatory elements of the gene encoding for IFN-γ are hypomethylated in Th1 cells but hypermethylated in Th2 cells (Schoenborn et al., 2007). Moreover, demethylation of the *Ifng* promoter region was shown to be a prerequisite for IFN-γ expression and functional IFN-γ memory development (Dong et al., 2013; Winders et al., 2004). Likewise, the Th2-specific gene locus (*Il4*-*Il13*) is highly methylated in naive T cells and Th1 cell lines but demethylated in Th2 cells (Lee et al., 2002; Makar et al., 2003). Recently, specific demethylation within the promoters of *Il17a* and *Il17f*, as well as a unique signature of demethylated DNA regions, have been reported for Th17 cells (Thomas et al., 2012; Yang et al., 2015). A critical impact of DNA methylation has also been described for the development and maintenance of regulatory T (Treg) cells, as well as for their functional adaptation within peripheral tissues (Delacher et al., 2017; Floess et al., 2007; Ohkura et al., 2012). Interestingly, intense single-cell transcriptome studies suggest similar differentiation steps toward the establishment of tissue-specific ILC2 (Zeis et al., 2020). Together, these data highlight the importance of regulatory events for immune cell identity, stability, and function. However, a comprehensive analysis of rather stable regulatory mechanisms like changes in DNA methylation in ILC subsets has been lacking so far.

In this study, we established a genome-wide pattern of DNA methylation (the “methylome”) of murine ILC lineages. We identified a set of epigenetic marker regions for each ILC lineage in loci of genes with known as well as yet-unappreciated functions in ILCs and demonstrated a high correlation between the methylation status of the regions and the expression level of the associated genes. Although comparison to Th cell methylomes highlighted fundamental differences between ILCs and T cells, detailed analysis of the methylation level of ILC2 marker regions in Th2 cells revealed significant similarities. Moreover, the tissue environment seemed to influence both ILC2 residency and epigenetic adaption to environmental challenges such as inflammation. Therefore, our analysis suggests that changes in DNA methylation regulate differentiation into ILC lineages and critically respond to niche transition events.

## Results

### Identification of differentially methylated regions (DMRs) in ILCs

Whole-genome bisulfite sequencing (WGBS) was performed to allow the identification of specific DMRs in ILC lineages. Because ILCs are present only in very low numbers in murine tissues under homeostatic conditions, the isolation of a sufficient number of cells for WGBS represented a major challenge for this project. Therefore, we decided to purify ILCs from pooled peripheral lymph nodes (pLNs), where all of the ILC subpopulations could be found at reasonable frequencies. pLN-derived ILCs comprise a heterogeneous mixture of subpopulations; for examples ILC2 from inguinal and mesenteric LNs significantly differ in their expression of Klrg1 and the receptors for IL-25 and IL-33 (Fig. S1 A). To unambiguously identify the major ILC lineages, we fixed the cells isolated from the pLN and intracellularly stained them for the master transcription factors T-bet, Gata3, and RORγt. To reduce heterogeneity, we defined the ILC populations for cell sorting by the exclusive expression of one of the three master transcription factors. Performing several rounds of cell sorting, we were able to collect ≥2 × 10^5^ cells of the ILC lineages ILC1 (Lin^−^CD-127^+^RORγt^−^Gata3^−^T-bet^+^), ILC2 (Lin^−^CD127^+^RORγt^−^Gata3^+^-T-bet^−^), ILC3 (Lin^−^CD127^+^RORγt^+^-Gata3^−^T-bet^−^CCR6^−^), LTi cells (Lin^−^CD127^+^RORγt^+^Gata3^−^T-bet^−^CCR6^+^), and NK cells (Lin^−^CD127^−^NK1.1^+^T-bet^+^) in high purity (Fig. S1, B and C). A sequencing library for each ILC population was prepared from isolated genomic DNA and sequenced from both ends on an Illumina NovaSeq 6000 with a minimum of 2 × 10^8^ reads per single genome. The methylomes of the ILC populations were subsequently analyzed using the software metilene (Juhling et al., 2016), defining a DMR as a region with a minimum of three CpG motifs and ≥25% methylation difference in pairwise population comparisons. The analysis of the methylomes revealed the highest number of DMRs between NK cells and ILC2 (71,339), ILC3 (66,777), and LTi cells (64,986), whereas the lowest number (44,519) was identified between ILC3 and LTi cells (Fig. 1 A). Mouse reference genome–based annotation illustrated a high density of DMRs up- and downstream of transcription start sites (TSSs) of genes (Fig. 1 B). The majority of DMRs located to intragenic regions (∼60%), whereas only a smaller fraction was mapped to intergenic (∼30%) or promoter (∼10%) sites (Fig. 1 C). Euclidian distance analysis and hierarchical clustering of the top 1,000 unique DMRs showed that NK cells clustered distantly from ILC2, ILC3, and LTi cells, but not ILC1, and confirmed a close relationship between ILC3 and LTi cells (Figs. 1 D and S1 D). A global pathway analysis of the genes associated to the identified DMRs revealed a link to T cell–related processes such as Th1, Th2, and Th17 differentiation (Fig. 1 E), in line with the idea that ILCs and T cells share regulatory transcriptional pathways and are orchestrated by similar immune modules (Robinette and Colonna, 2016).

**Figure S1.**
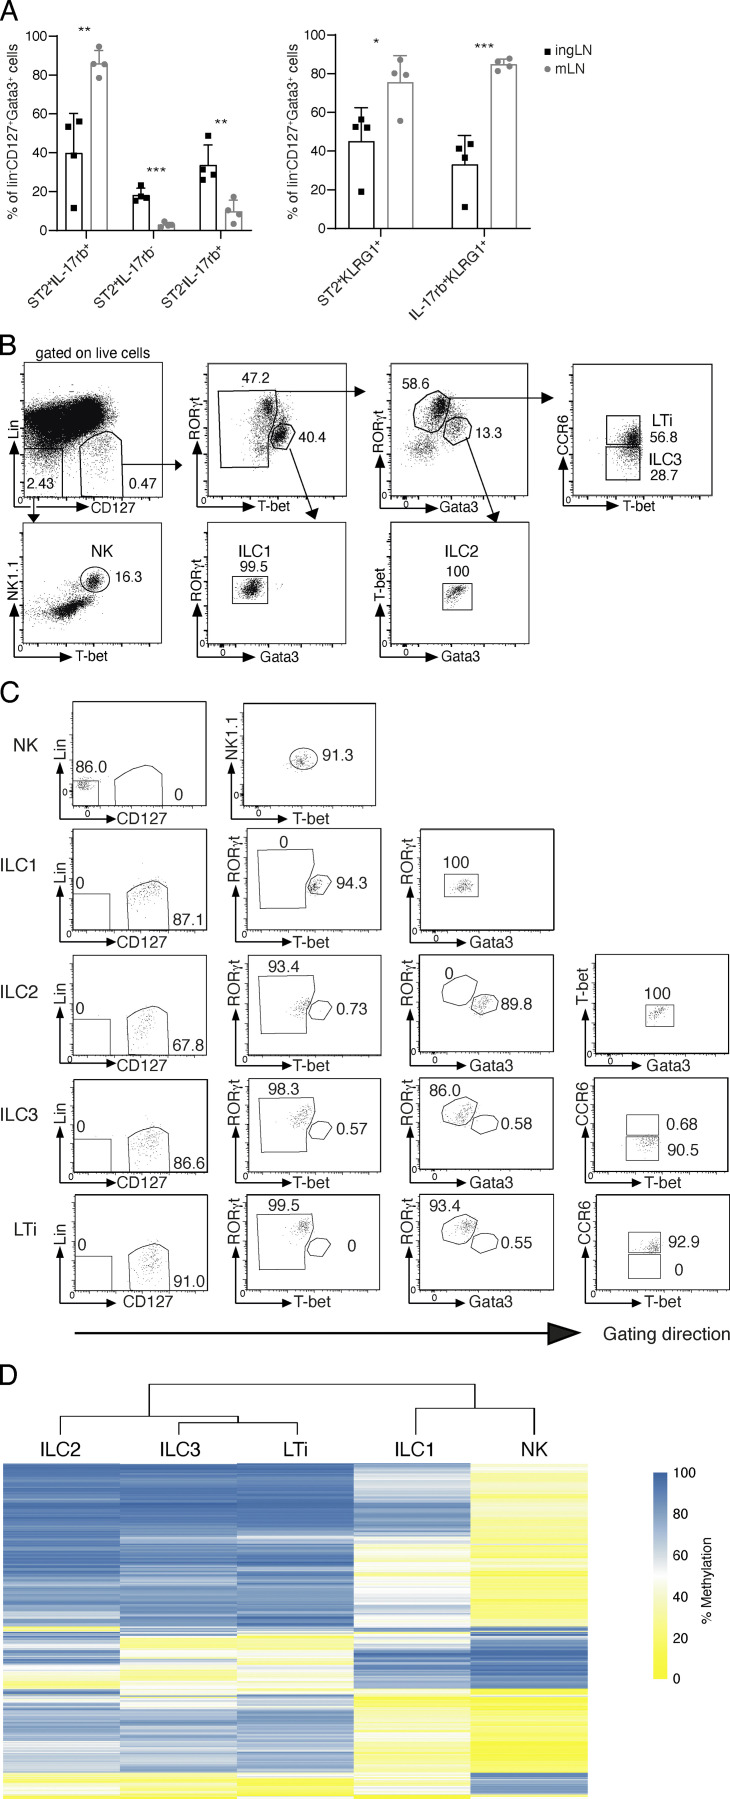
**Genome-wide methylation analysis of LN ILCs. (A)** Characterization of ILC2 in different LNs. Cells were isolated from inguinal (ingLN) or mesenteric (mLN) lymph nodes of Gata3 reporter mice (Gatir mice; Rao et al., 2020). ILC2 were gated as Lin^−^CD127^+^Gata3-YFP^high^ cells and further discriminated by expression of ST2, IL17RB, and Klrg1. Data pooled from *n* = 2 independent experiments with *n* = 2 mice per group. Statistical significance was analyzed using unpaired two-tailed Student’s *t* test with *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001. **(B)** Sorting strategy for ILC WGBS. ILCs from pooled murine pLNs of WT C57BL/6J mice were sorted by indicated marker. Lineage markers (Lin) included CD3 and CD19. NK cells (Lin^−^CD127^−^NK1.1^+^Tbet^+^), ILC1 (Lin^−^CD127^+^Tbet^+^Gata3^−^RORgt^−^), ILC2 (Lin^−^CD127^+^Tbet^−^Gata3^+^RORgt^−^), ILC3 (Lin^−^CD127^+^CCR6^−^Tbet^−^Gata3^−^RORgt^+^), and LTi cells (Lin^−^CD127^+^CCR6^+^Tbet^−^Gata3^−^RORgt^+^). **(C)** Purity reanalysis of sorted ILCs. **(D)** Unsupervised hierarchical clustering of the top 1,000 DMRs among ILC subsets. The color represents the degree of mean methylation value, ranging from yellow (methylation level = 0) to blue (methylation level = 100%).

**Figure 1.**
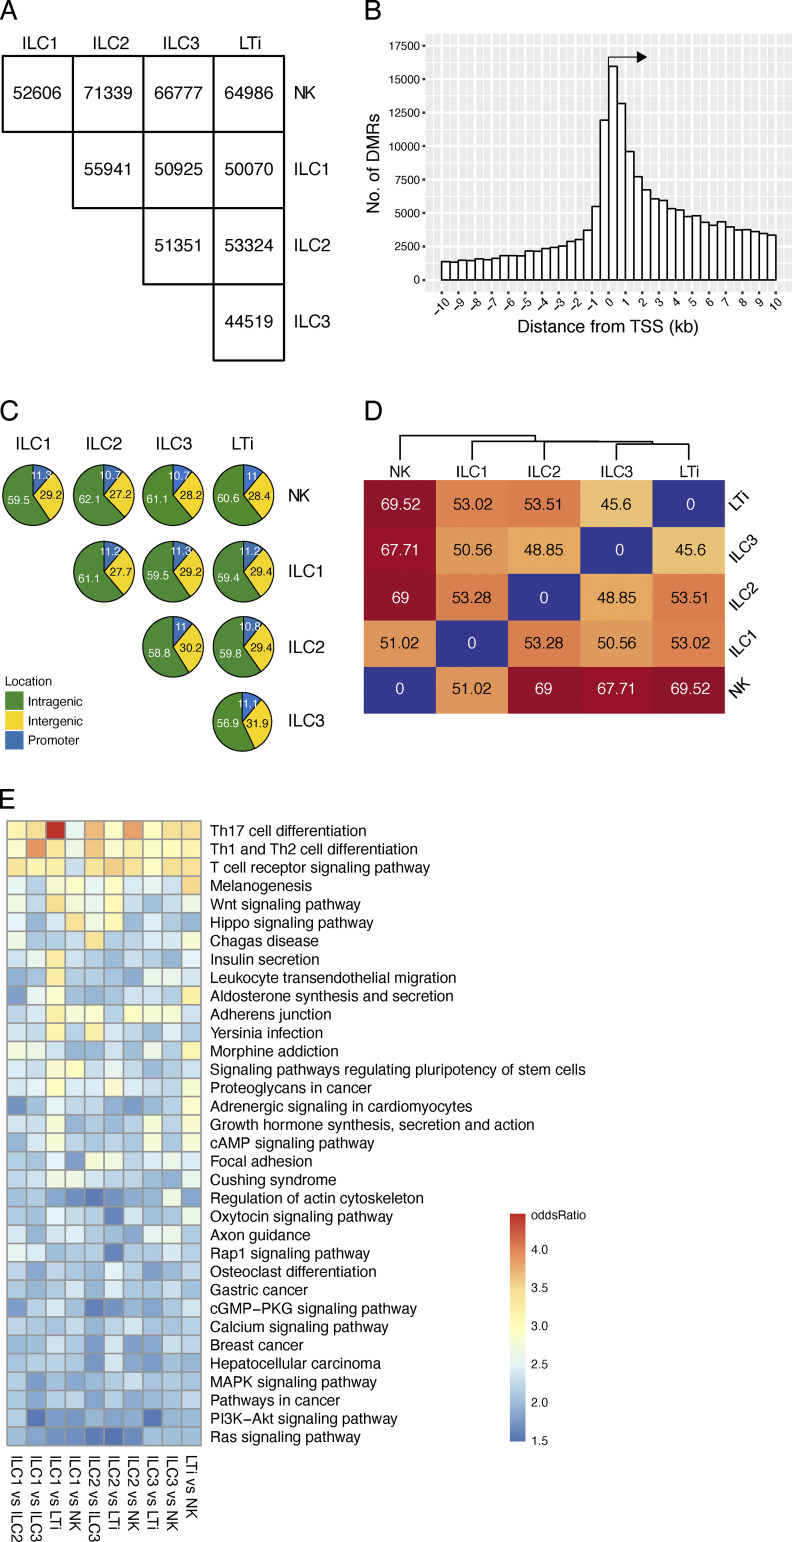
**Genome-wide methylation analysis of LN-derived ILCs.** For initial WGBS, ILC populations were pooled from >10 independent sorts of a total of *n* = 200 mice. WGBS was performed in unicates for NK cells, ILC1, ILC2, ILC3, and LTi cells. **(A)** Number of DMRs among ILC populations in pairwise comparisons. Methylomes were built from bisulfite sequencing data that were mapped against the reference genome. Numbers indicated the DMRs discovered by metilene software, containing at least three CpG motifs and a 25% methylation difference. **(B)** Number of discovered DMRs at various distances (x axis) relative to the TSS of the closest gene. **(C)** Pie charts indicating the location of the DMRs identified in groupwise comparisons. Numbers show the frequency of DMRs in intergenic, intragenic, or promoter regions according to their genomic position. **(D)** Euclidian sample distances of DMR methylation values from pairwise comparisons. Distance value and associated color code (red to blue) is shown. **(E)** Identification of pathways that are associated with identified DMRs by a KEGG-based pathway enrichment analysis. The odds ratio of the resulting pathways from the indicated pairwise comparisons were translated into a color code and ordered according to their value.

### Definition of epigenetic marker regions for ILCs

Among all identified DMRs, we next selected several DMRs for each ILC subset as potential candidates for ILC-specific epigenetic signatures. The basis for the selection of marker regions was the lists of DMRs derived from the pairwise comparisons, which were ranked from high to low methylation difference. The main selection criteria of the marker regions was a high degree (>40%) of differential methylation in the pairwise comparison. As the majority (>90%) of DMRs that were identified showed a lower difference in methylation (25–40%), this already excluded a large part of all DMRs. We also excluded DMRs that could not be clearly associated with an annotated gene. In addition, priority was given to DMRs containing higher numbers of differentially methylated CpGs and that showed high methylation difference across all pairwise comparisons and were thus demethylated exclusively in one ILC population. Based on these criteria, we selected 7–14 marker regions for each ILC population and named them after their associated genes (Fig. 2 A and Table S1 A). Of note, we did not completely focus on regions uniquely demethylated in one ILC population, but also included regions that showed a certain degree of demethylation also in other ILC populations. As depicted in the heat maps in Fig. 2 A, some marker regions in ILC1 and NK cells, or ILC3 and LTi cells, displayed a comparable degree of demethylation, indicating a substantial relationship among these ILC subsets. In contrast, the majority of the ILC2 markers seemed to be uniquely demethylated in this ILC subpopulation.

**Figure 2.**
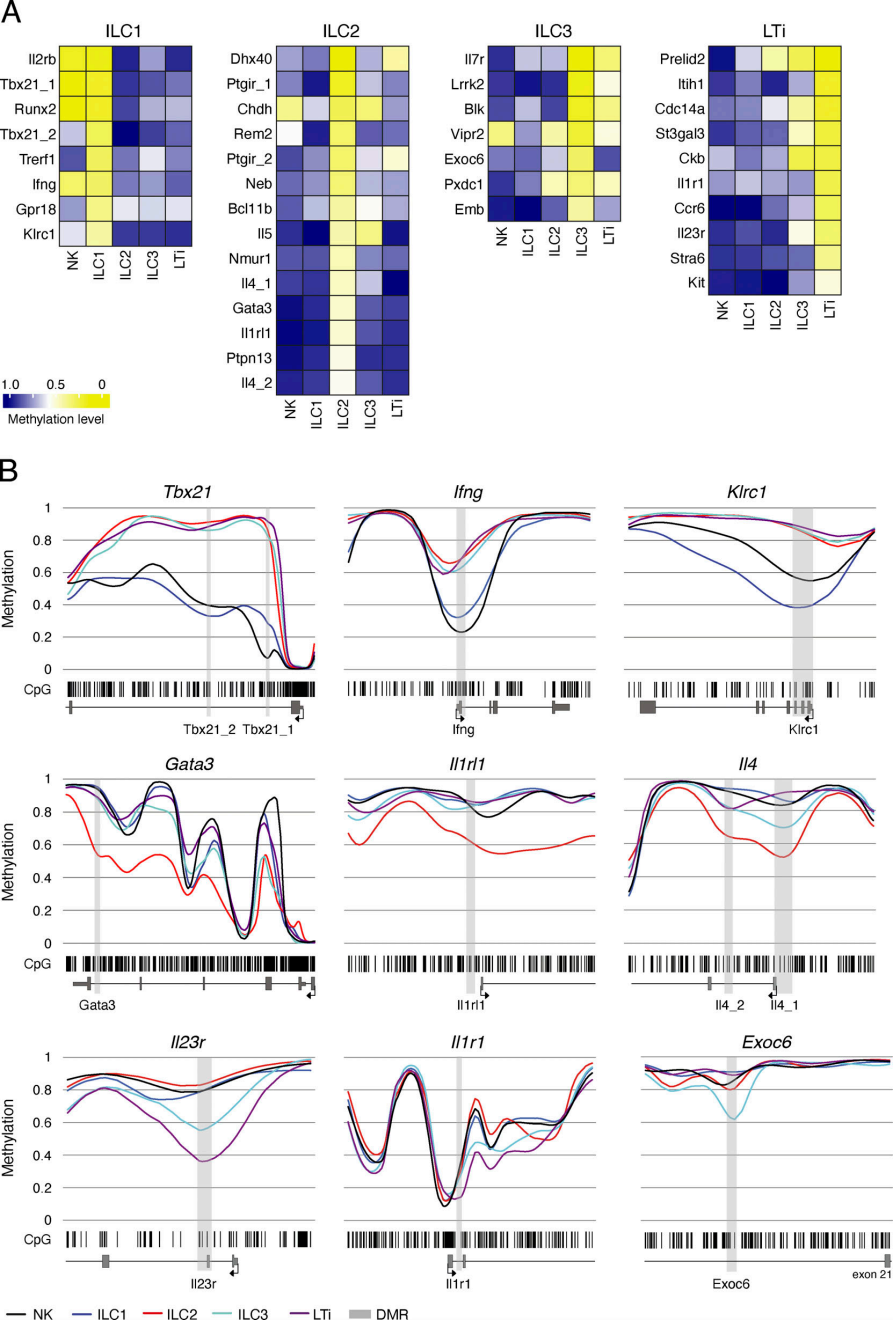
**Identification of epigenetic marker regions in LN-derived ILCs. (A)** Heatmaps showing the methylation level of selected epigenetic marker regions for ILC1, ILC2, ILC3, and LTi cells. Short DMRs produced by metilene software were extended to include adjacent differentially methylated CpG motifs to generate marker regions. The regions were named after the associated gene locus and numbered if more than one region was linked to a locus. The mean methylation value was calculated from the CpG motifs located within the marker region. The values were translated into a color code ranging from yellow (0% methylation = 0) via white (50% methylation = 0.5) to blue (100% methylation = 1.0). **(B)** Methylation profiles of marker-associated gene loci. Smoothed, linear display of CpG motifs (bar code), methylation values of the DMR (light gray box), and the surrounding gene body (exons in dark gray boxes, TSS indicated by arrow). Colored lines depict the methylation values ranging from 0 (0% methylation) to 1 (100% methylation) for each ILC subset (blue, ILC1; red, ILC2; cyan, ILC3; dark magenta, LTi; black, NK). Three selected gene loci for ILC1/NK (top), ILC2 (middle), and ILC3/LTi (bottom) are shown.

To analyze the epigenetic landscape around selected marker regions, we generated methylation profiles that visualize the distribution of unmodified CpG motifs within the gene locus (Fig. 2 B and Fig. S2, A–D). For instance, clustered CpG motifs around the promoter region of the lineage transcription factor T-bet (encoded by *Tbx21*) were demethylated in all ILC subsets. However, differences in methylation levels became apparent in the first intron, where ILC1 and NK cells displayed higher levels of demethylation than other populations. A similar situation was observed at the *Gata3* locus, which displayed strong demethylation of CpG motifs at the promoter and the first two exons in all ILC populations, but a continuously demethylated pattern beyond intron 3 was exclusively found in ILC2 (Fig. 2 B). These findings indicate that although the promoter regions of both *Tbx21* and *Gata3* are demethylated in all ILCs, further epigenetic remodeling is necessary for stable transcription of the genes. Although NK cells and ILC1 shared most of the marker regions, the methylation profile of the *Klrc1* gene clearly revealed quantitative methylation differences across the whole locus, which is in accordance with higher protein expression on ILC1 (Krueger et al., 2017). The *Ifng* locus was demethylated in the promoter region and the first intron in both ILC1 and NK cells, and a similar pattern was observed for *Il4* in ILC2. Interestingly, an intronic region (intron 20) located at the end of the *Exoc6* gene locus showed a clear demethylation exclusively in ILC3. Specific demethylation of the promoter and its downstream region was observed for *Il23r* in ILC3 and LTi cells and *Il1rl1 *(coding for the IL-33 receptor) in ILC2. In contrast, the promoter region of *Il1r1* was demethylated in all ILC populations, while the first intron was exclusively demethylated in LTi cells with continued demethylation in the second intron for both ILC3 and LTi cells (Fig. 2 B). Of note, we did not find meaningful methylation differences in the loci of a number of genes with known importance for ILC differentiation or function such as *Id2*, *Tcf7*, and *Znf683* (Hobit), whereas the locus of *Eomes* displayed marked demethylation only in NK cells (Fig. S2 E). Within the huge gene loci of *Zbtb16* (*Plfz*) and *Rora*, several low-level hyper- and hypomethylated regions were found, but lacked a dominant modification (Fig. S2 E). A murine counterpart to the methylation-sensitive regulative region adjacent to the transcriptional start site of human *RORγt* was not found in ILCs (Schmidl et al., 2011). In addition, further methylation differences in the first intron were either not found (ILC1 vs. ILC3) or ≤30–35% and support the finding that murine RORγt expression is driven by histone modification (Bending et al., 2011). In summary, our WGBS approach enabled us to identify ILC-specific epigenetic marker regions and characterize the epigenetic landscape of associated genes. While some of the marker regions were associated with genes with known important functions in ILCs, our data also revealed epigenetic marks in genes that have not been linked to specific functions in ILCs so far, including several enzymes (*Chdh*, *Rem2*, *Ptpn13*, *Lrrk2*, *Ckb*), G protein–coupled receptors (*Gpr18*), transcription factors (*Trerf1*, *Runx2*), or receptors (*Stra6*; Fig. S2, A–D).

**Figure S2.**
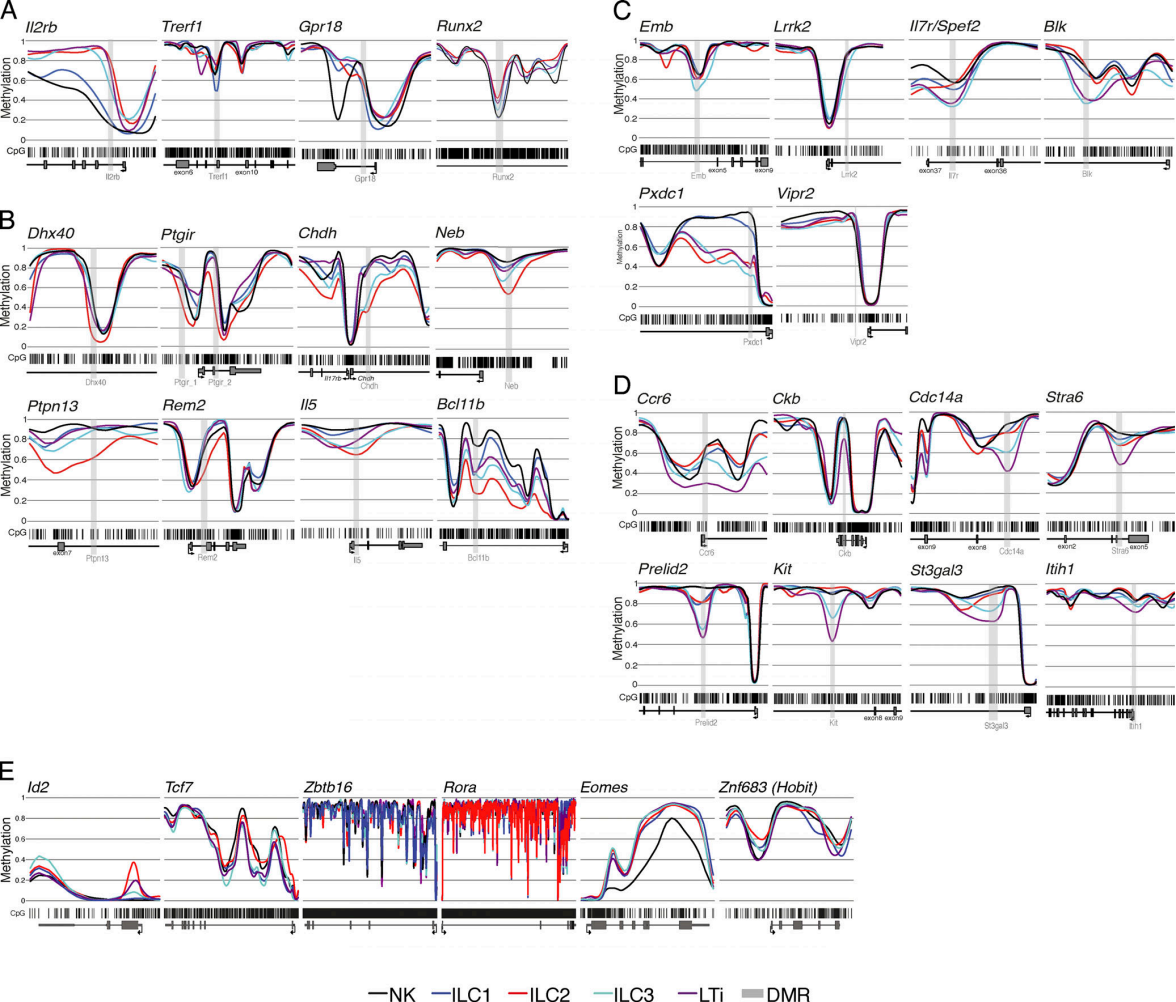
**Methylation profiles of CpG motifs within gene loci associated to ILCs. (A)** ILC1 marker regions (*Il2rb*, *Trerf1*, *Gpr18*, *Runx2*). **(B)** ILC2 marker regions (*Dhx40*, *Ptgir*, *Chdh*, *Neb*, *Ptpn13*, *Rem2*, *Il5*, *Bcl11b*). **(C)** ILC3 marker regions (*Emb*, *Lrrk2*, *Il7r*, *Blk*, *Pxdc1*, *Vipr2*). **(D)** LTi cell marker regions (*Ccr6*, *Ckb*, *Cdc14a*, *Stra6*, *Prelid2*, *Kit*, *St3gal3*, *Itih1*). **(E)** Methylation profiles covering the gene loci of *Id2*, *Tcf7*, *Zbtb16*, *Rora*, *Eomes*, and *Znf683*. Smoothed, linear display of CpG motifs (bar code) methylation values of the DMR (light gray box) and the surrounding gene body (exons in dark gray boxes, TSS indicated by arrow). Colored lines depict the methylation values ranging from 0 (0% methylation) to 1 (100% methylation) for each ILC subset (ILC1 = blue, ILC2 = red, ILC3 = cyan, LTi = dark magenta, NK = black).

### DNA methylation pattern correlates with gene expression

In the next step, we aimed to correlate the methylation status of the marker regions with functional properties of the associated genes, in particular with the transcriptional activity. To do so, we performed RNA-based next-generation sequencing (RNA-seq) analysis of ILCs isolated from murine pLNs. As sorting ILC populations based on intracellular transcription factor staining was not possible due to the low RNA quality of the fixed cells, we used RORγt^GFP^ reporter mice and sorted cells according to surface marker and reporter gene expression in triplicates for ILC1, ILC2, ILC3, and LTi cell subpopulations (Fig. S3, A and B). 

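Rorc, Klrg1 and Ncr1 were highest in populations gated as positive for their products. Rorc (ENSMUSG00000028150), which encodes RORγt, had a mean of 298 ± 53.0 (SD, n = 3) in ILC3 and 378 ± 57.0 in LTi cells, in RPKM (reads scaled to the maximum transcript length and to the mapped reads of the library). In the populations sorted as reporter negative it was 69.5 ± 13.9 (ILC2) and 18.6 ± 5.23 (ILC1), and it was higher in ILC2 than in ILC1 (log2 fold change 1.78, standard error 0.26, adjusted p = 0.000405). Klrg1 (ENSMUSG00000030114), an inhibitory receptor for cadherins that defined the ILC2 gate, was 284 ± 95.9 in ILC2 and had means of 1.24 to 5.51 elsewhere. Ncr1 (ENSMUSG00000062524), which encodes the activating receptor NKp46 of the ILC1 gate, was 519 ± 107 in ILC1, 120 ± 16.6 in ILC3, 23.7 ± 9.77 in LTi cells and 2.98 ± 1.93 in ILC2. ILC3 and LTi cells were not gated on NKp46, and Ncr1 was 4.60-fold higher in ILC1 than in ILC3 (log2 standard error 0.45, adjusted p = 0.00627). Cd3e, which encodes a CD3 chain of the lineage panel that all gates excluded, was 160.2, 147.5 and 43.3 in the ILC3 replicates and 66.1, 101 and 11.5 in those of LTi cells, with means of 11.8 in ILC1 and 18.5 in ILC2.

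Each of the 12 libraries holds RNA of cells sorted from pooled peripheral LNs, and the deposited counts place 9827665 to 15781628 reads per library in genes. Unless another test is named, log2 fold changes and p-values are from edgeR's quasi-likelihood test on those counts (13935 genes, 1 fit for all libraries), adjusted by the Benjamini-Hochberg method within each comparison. With 3 libraries per population, a gene of low counts can differ widely between populations without passing this test.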

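Il17re (ENSMUSG00000043088), a subunit of the IL-17C receptor, was 24.3 ± 7.69 RPKM (SD, n = 3) in ILC3 and 34.0 ± 2.58 in LTi cells, against 0.159 ± 0.120 in ILC1 and 0.904 ± 0.995 in ILC2. Sdc1 (ENSMUSG00000020592), the heparan sulfate proteoglycan syndecan-1, was 37.2 ± 4.09 and 40.0 ± 4.84 in ILC3 and LTi cells, 0.446 ± 0.0329 in ILC1 and 1.24 ± 1.18 in ILC2. In ILC2 both genes were highest in replicate 1 (2.04 and 2.60), a library that also holds other transcripts of LTi cells. They are 2 of 195 genes that were higher in ILC3 and in LTi cells than in ILC1 and ILC2 (log2 fold change of at least 2 at adjusted p ≤ 0.05 in each comparison). The perforin gene Prf1 (ENSMUSG00000037202) was highest in ILC1, with 83.1 ± 11.0 against means of 2.95 to 9.47. The ILC1 gate required CD127, which NK cells of the paper's methylation gate lack. RNA of NK cells was not sequenced, so whether the ILC1 libraries hold NK cells was not tested. Pparg (ENSMUSG00000000440), a nuclear receptor for fatty acids, and Alox5 (ENSMUSG00000025701), the lipoxygenase of leukotriene synthesis, marked ILC2, with 37.5 ± 6.36 and 22.5 ± 0.840 against means of at most 0.292 and 0.127.

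Between libraries of ILC3 and LTi cells the Euclidean distance on counts transformed by regularized log (rlog) was 60.8 ± 8.50 (mean ± SD over pairs of libraries, 24821 genes). It was 81.0 ± 5.65 between ILC1 and ILC3, 84.1 ± 8.19 between ILC2 and ILC3, and 94.9 to 100.5 for the other pairs of populations; libraries of 1 population lay 43.8 to 49.4 apart. ILC3 and LTi cells were nearest under 17 of 17 settings. Of 13935 genes, 105 were higher in LTi cells and 66 higher in ILC3 at both thresholds, and 162 and 88 when the replicate number was a factor of the model. Leaving out 1 library gave 42 and 40 (ILC3 replicate 1), 29 and 44 (ILC3 replicate 2), 146 and 67 (ILC3 replicate 3), 56 and 51 (LTi replicate 1), 39 and 37 (LTi replicate 2), and 63 and 37 (LTi replicate 3). The other comparisons gave 1161 genes (ILC2 with ILC1), 869 (ILC2 with ILC3), 1218 (ILC2 with LTi cells), 867 (ILC1 with ILC3) and 1361 (ILC1 with LTi cells).

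**Figure D1:**
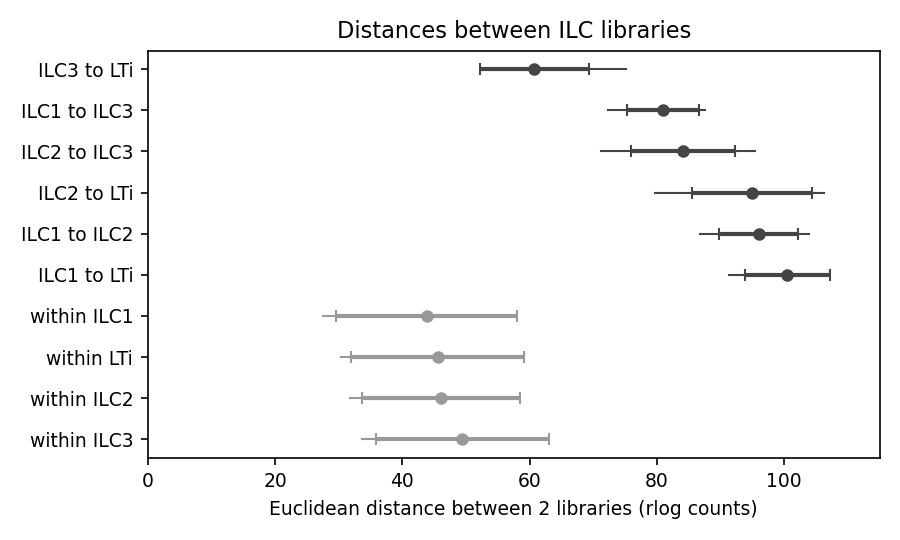
Points give the mean Euclidean distance between 2 libraries on rlog counts, for each pair of populations (dark) and within each population (gray), with the SD as thick bars and the range as thin lines. Pairs of ILC3 and LTi libraries sit at 60.8, below the other pairs of populations.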

Principal component analysis revealed that the gene expression patterns of ILC3 and LTi cells were more similar, while those of ILC1 and ILC2 were distinct (Fig. S3 C). This relationship was further confirmed by unsupervised hierarchical clustering of the top 50 differentially expressed genes, which grouped ILC3 and LTi cells closely together and left ILC1 and ILC2 as separated populations (Fig. 3 A). 

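The T-box factor gene Eomes (ENSMUSG00000032446), which acts in NK cells, was 26.9 ± 3.01 RPKM (SD, n = 3) in ILC1 and 1.08 ± 0.171 in ILC3, where it was next highest (log2 fold change 4.73, SE 0.47, adjusted p = 6.30e-05). Xcl1 (ENSMUSG00000026573), a chemokine for cross-presenting dendritic cells, was 398 ± 190 in ILC1, 27.9 ± 10.2 in ILC3, and 1.85 and 3.73 in ILC2 and LTi cells. Slc7a8, an amino acid transporter, was 45.4 ± 9.78 in ILC2 and at most 0.144 elsewhere. Kcnk1, a potassium channel, and Serinc2, a membrane protein, were 83.1 ± 6.85 and 48.8 ± 6.38 in LTi cells, 49.8 ± 4.21 and 20.7 ± 2.06 in ILC3, and 0.320 and 0.118 in ILC1. In ILC2 replicate 1 they stood at 4.40 and 2.98, the highest of that population.

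The 50 genes with the highest variance of rlog counts share 35 with the 50 of the paper's heat map. Of the 50 by rlog variance, 17 had their highest mean in ILC1, 16 in ILC2 and 17 in LTi cells. In all, 33 of the 50 were specific, higher in 1 population than in each of the others at both thresholds: 16 of the ILC1 genes, all 16 ILC2 genes and 1 LTi gene. Another 14 were higher in ILC3 and in LTi cells than in the other populations. Among all tested genes 140 were specific to ILC1 and 208 to ILC2. If each of the 3 comparisons called its share of genes independently, 0.208 and 0.526 genes would be called in all of them. The comparisons share libraries, so they are not independent. In 20 simulated sets with no true difference 0 genes were specific. Genes of these sets were alike in all populations, so they cannot show the overlap where each comparison calls many genes. In the complete-linkage tree of the 50 genes ILC3 and LTi cells joined at a height of 12.0, and the last joins were at 31.8 and 33.5. That first join was the same under 17 of 17 settings.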

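Il1rl1 (ENSMUSG00000026069), the receptor for the alarmin IL-33, was 54.6 ± 9.38 RPKM (SD, n = 3) in ILC2 and had means of 0.0543 to 0.638 in the other populations, which placed it at rank 2 of all genes by variance. Klrc1 (ENSMUSG00000030167) encodes the inhibitory receptor NKG2A; it ranked 9 and was 180 ± 91.1 in ILC1, 13.3 ± 5.03 in ILC3, and 0.930 and 0.917 in ILC2 and LTi cells (ILC1 over ILC3 3.85, SE 0.56, adjusted p = 0.000778). Reads shared within the Klr family make its level uncertain. Il23r (ENSMUSG00000049093) and Il1r1 (ENSMUSG00000026072), receptors for IL-23 and IL-1, were 42.1 ± 4.35 and 17.7 ± 1.11 in LTi cells and 28.6 ± 7.31 and 10.7 ± 0.543 in ILC3. Between these populations Il23r differed by 0.53 (adjusted p = 0.868) and Il1r1 by 0.69 (adjusted p = 0.793). Both p-values come from the fit of all 12 libraries, so they also reflect scatter within ILC2. There replicate 1 held Il23r at 4.53% and Il1r1 at 6.36% of the LTi level. Over the alternatives the p for Il23r ranged from 0.243 to 0.972, so it passed under none. These p-values do not show that ILC3 and LTi cells had equal levels. Without ILC2 replicate 1, which held 1.16 RPKM of Il1r1 against a lowest ILC2 value of 0.00592, the p for Il1r1 was 0.0286, in a range of 0.0188 to 0.898. Il5 (ENSMUSG00000036117), the eosinophil growth factor, ranked 7; it was 19.0 ± 9.61 in ILC2 and 0 in ILC1, at least 853.9-fold from a floor of 3 counts over the ILC1 libraries.

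Counting Il5, 9 of the 36 genes of the marker regions were among the 50 most variable. Ranked by edgeR's F over the 4 populations, which favors small scatter within populations, 2 of the 8 others stayed in the 50, Il1rl1 and Nmur1.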

Notably, we observed that the list of the top 50 differentially expressed genes already contained some of the genes that are associated with our selected epigenetic marker regions, such as *Il1rl1*, *Nmur1*, *Ptgir*, *Ptpn13*, *Klrc1*, *Ccr6*, *Il1r1*, and *Il23r* (Fig. 3 A). Further analysis revealed that, except *Trerf1*, all of the genes that are associated with ILC1 epigenetic marker regions were also expressed by ILC1 (Fig. 3 B). Likewise, genes associated with ILC2 marker regions were both highly and specifically expressed by ILC2, with *Dhx40* being the only exception (Fig. 3 B). 

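Il2rb (ENSMUSG00000068227), the receptor chain shared by IL-2 and IL-15, was 727 ± 16.8 RPKM (SD, n = 3) in ILC1, 216 ± 64.5 in ILC3, 146 ± 15.6 in LTi cells and 48.9 (41.0 to 53.3) in ILC2 (ILC1 over LTi cells log2 fold change 2.43, SE 0.20, adjusted p = 7.56e-06). Ifng (ENSMUSG00000055170), the type 1 cytokine, was 17.3 ± 5.40 in ILC1 and 1.19 ± 0.580 in ILC3, where it was next highest (3.95, SE 0.49, adjusted p = 0.00026). Tbx21 (ENSMUSG00000001444), which encodes T-bet, was 151 ± 13.2 in ILC1, 45.1 ± 4.43 in ILC3, 8.79 ± 2.87 in LTi cells and 2.71 (0.277 to 4.85) in ILC2. It was higher in ILC1 than in LTi cells and ILC2, while ILC1 over ILC3 had an adjusted p of 0.0523. That p was 0.0383 without ILC2 replicate 1, 0.000344 without ILC2 replicate 3 and 0.0478 with the replicate number in the model, and ranged from 0.000117 to 0.192 over the alternatives. With DESeq2 at the paper's settings it was 0.0400. Gpr18 (ENSMUSG00000050350), a lipid receptor, was 53.3 ± 5.85 in ILC1 and 31.6 ± 12.4 in ILC3 (0.83, adjusted p = 0.0554). Here the p was 0.0142 with the replicate number in the model, 0.0471 without ILC2 replicate 1 and 0.00406 without ILC3 replicate 3, in a range of 0.000502 to 0.148. DESeq2 at the paper's settings gave an adjusted p of 0.0192. Runx2 (ENSMUSG00000039153), a Runt family factor, was 3.41 ± 0.411 in ILC1 and higher there than in ILC3, at 2.21 ± 0.290 (0.71, adjusted p = 0.0297). Without ILC1 replicate 2 or 3 or ILC3 replicate 1 or 2 its adjusted p was 0.0780, 0.0907, 0.0715 and 0.101, in a range of 0.0062 to 0.101. Trerf1 (ENSMUSG00000064043), a zinc finger regulator, was 1.94 ± 0.792 in ILC1, with libraries from 1.03 to 2.46, and had means of 2.03 to 2.38 elsewhere; its lowest adjusted p for ILC1 was 0.784.

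Of these genes and Klrc1, 4 (Il2rb, Runx2, Ifng and Klrc1) were higher in ILC1 than in each other population over all genes tested, and 6 of 7 were with p-values adjusted over the list alone. All 7 had at least 1 RPKM in every ILC1 library. The study chose the list on methylation of other samples and already shows these genes with the same RNA libraries. The count over the list alone is therefore not independent evidence.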

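Gata3 (ENSMUSG00000015619), the transcription factor on which ILC2 depend, was 183 ± 29.9 RPKM (SD, n = 3) in ILC2 against means of 32.8 to 42.1, and was higher than in ILC3, the closest, by a log2 fold change of 2.08 (SE 0.14, adjusted p = 5.13e-06). Il4 (ENSMUSG00000000869), a cytokine of type 2 responses, was 26.5 ± 9.07 in ILC2, 0.816 ± 0.0983 in ILC3 and 0.0573 and 0.163 in ILC1 and LTi cells (over ILC3 4.99, SE 0.50, adjusted p = 6.99e-05). Ptgir (ENSMUSG00000043017), the prostacyclin receptor, was 41.1 ± 5.99 in ILC2 and at most 0.931 elsewhere (over ILC3 5.42, SE 0.49, adjusted p = 3.86e-05).

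Dhx40 (ENSMUSG00000018425), a helicase gene, was 7.88 ± 0.768 in ILC2 and 14.1 ± 2.47 in LTi cells, and was lower in ILC2 than in LTi cells (-0.85, SE 0.18, adjusted p = 0.00565). Bcl11b (ENSMUSG00000048251), a zinc finger factor of T cells and ILC2, was 13.8 ± 2.65 in ILC2, 7.50 ± 4.07 in ILC3 and 1.91 ± 0.478 in ILC1. It was higher in ILC2 than in ILC1 (2.74, SE 0.58, adjusted p = 0.00495), and ILC2 and ILC3 differed by 0.85 (SE 0.54, adjusted p = 0.375, range over the alternatives 0.0029 to 0.685). Rem2 (ENSMUSG00000022176), a small GTPase gene, was 0.386 ± 0.176 in ILC2 and 0.0645 ± 0.0664 in ILC3 (2.48, SE 0.81, adjusted p = 0.0635). With the replicate number in the model that p was 0.0457 and without ILC3 replicate 1 it was 0.0424, in a range of 0.0117 to 0.194. Its ILC2 over LTi difference of 2.23 had an adjusted p of 0.0687, and 0.0258 without ILC3 replicate 2 (range 0.0119 to 0.230).

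Apart from these last 3 genes, 9 of 12 were higher in ILC2 than in each other population, the same 9 with p-values adjusted over the list alone. Rem2 and Neb were below 1 RPKM in at least 1 ILC2 library, which leaves 10 of 12 above it throughout. The genes were picked by the study on methylation of other samples and are shown there with the same RNA libraries. The count over the list alone is thus not independent evidence.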

As expected, the genes that are associated with ILC3 and LTi marker regions were, in most cases, expressed to some extend by both populations (Fig. 3 B). 

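Cdc14a (ENSMUSG00000033502), a cell cycle phosphatase, was 9.14 ± 1.17 RPKM (SD, n = 3) in LTi cells and 3.48 ± 0.721 in ILC3, and higher in LTi cells (log2 fold change 1.36, SE 0.22, adjusted p = 0.00847). Stra6 (ENSMUSG00000032327), a receptor for retinol-binding protein, was 1.20 ± 0.151 in LTi cells and 0.115 ± 0.0766 in ILC3 (3.33, SE 0.68, adjusted p = 0.0221). Without ILC3 replicate 1, ILC3 replicate 2 and LTi replicates 1, 2 and 3 in turn, its adjusted p was 0.0509, 0.0875, 0.0683, 0.0724 and 0.0652 (range over the alternatives 5.97e-06 to 0.0875). Ckb (ENSMUSG00000001270), the brain creatine kinase, was 200 ± 39.4 in LTi cells and 170 ± 21.6 in ILC3 (0.21, adjusted p = 0.853), and was higher in LTi cells than in ILC1, at 34.6 ± 7.48 (2.43, adjusted p = 0.000223). Prelid2 (ENSMUSG00000056671), a predicted lipid transfer protein of mitochondria, was 31.4 ± 6.64 in LTi cells and 21.2 ± 0.942 in ILC3 (0.53, adjusted p = 0.185). Kit (ENSMUSG00000005672), the stem cell factor receptor, was 102 ± 7.67 in LTi cells, 60.5 ± 6.35 in ILC3 and 78.7 ± 26.7 in ILC1 (LTi over ILC3 0.71, adjusted p = 0.0781). Without ILC1 replicate 3 the p for Kit was 0.0084, in a range of 0.00023 to 0.244. DESeq2 at the paper's settings gave an adjusted p of 0.0201 for Kit.

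At 1 RPKM in every library, 14 of 17 genes of the ILC3 and LTi lists were expressed in both populations; Lrrk2, Itih1 and Stra6 were not. Higher than in each other population were 0 of 7 ILC3 genes in edgeR's test, also at unadjusted p < 0.05, with DESeq2 and with limma; with the replicate number in the model Emb passed, giving 1. For LTi cells the count was 2 of 10 (Cdc14a and Stra6), 5 with p-values adjusted over the list alone. The 5 are not independent evidence, as the study chose the genes and shows them with the same libraries. With 1 library left out, the count over all genes tested was 1 for ILC3 replicates 1 and 2 and for each LTi replicate. It was 4 for ILC2 replicate 1. Among all tested genes, 2 were specific to ILC3 (0 to 3 with 1 library left out, 5 with the replicate number in the model). To LTi cells 66 were specific (14 to 90, and 103). If the 3 comparisons were independent, 0.119 and 0.401 genes would be called, but they share libraries. Simulated sets with no true difference gave 0, which does not show the overlap to be expected among comparisons that each call many genes.

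**Figure D2:**
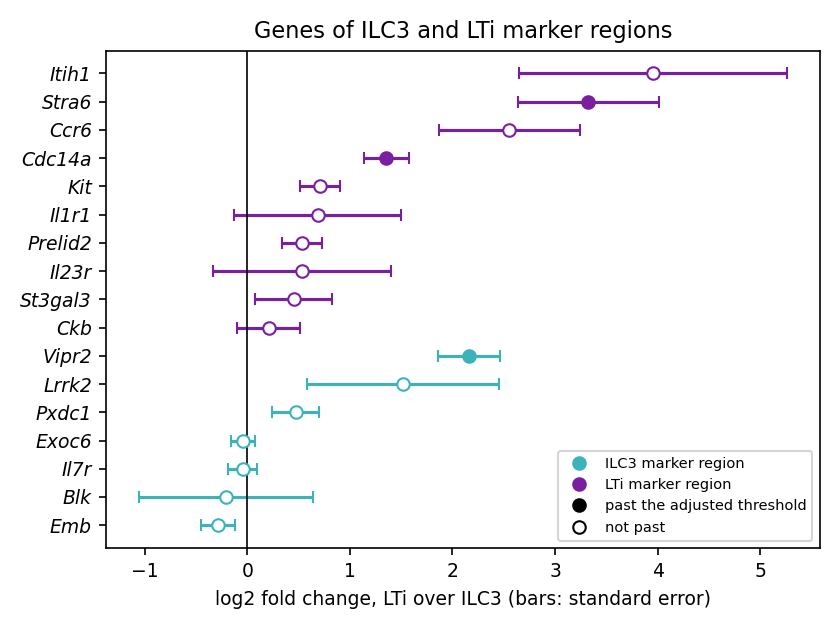
Log2 fold change of LTi cells over ILC3 (horizontal axis, bars are standard errors) for the 17 genes of ILC3 and LTi marker regions. The filled points, Stra6, Cdc14a and Vipr2, passed the adjusted threshold.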

Next, we directly correlated the methylation status of the marker regions with the expression levels of the corresponding genes, using ILC2 as a reference for the pairwise comparison to ILC1, ILC3, and LTi cells. 

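Against ILC1, the 12 genes of ILC2 regions had a mean log2 fold change of 6.21 and the 7 genes of ILC1 regions -4.28, with Dhx40 (ENSMUSG00000018425) at 0.07, Il1rl1 (ENSMUSG00000026069), the IL-33 receptor gene, at 9.85, and Klrc1 (ENSMUSG00000030167) at -7.76. The ILC2 mean includes a fitted 12.75 for Il5, which has no counts in ILC1; with Il5 at its bound of 9.74 the mean is 5.96 and the median 6.87. The classes differed by 10.5 (exact permutation test over the genes, 50388 splits, adjusted p = 0.000119). Against ILC3 the means were 3.74 for ILC2 genes and -0.878 for ILC3 genes, a difference of 4.62 (exact, adjusted p = 0.000625). There Vipr2 (ENSMUSG00000011171), a receptor for vasoactive intestinal peptide, ran against its class: it was 24.3 ± 1.75 RPKM (SD, n = 3) in ILC2 and 5.22 ± 0.789 in ILC3, and higher in ILC2 (2.18, SE 0.30, adjusted p = 0.000547). Against LTi cells the means were 4.67 and -3.84, a difference of 8.51 (permutation test, 100000 resamples, adjusted p = 0.000119).

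The paper plots the demethylation of each region against the expression of its gene, with ILC2 as the reference, and from this states that they correlate for most regions. The p-values here are over the 6 comparisons of classes, and genes, not animals, are the units of the test. Because the study chose the genes on methylation of other samples and the values in its figures were seen, the test is not independent evidence.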

As shown in our analysis (Fig. 3 C), we indeed observed a high correlation between levels of demethylation of the marker region and the expression of the corresponding gene for the majority of our selected marker regions. 

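Pxdc1 (ENSMUSG00000021411), a gene of an ILC3 region, was higher in ILC3 than in ILC1 by a log2 fold change of 5.49 (SE 0.28, adjusted p = 9.33e-07), while Exoc6, of another, was higher in ILC1. Over the lists, ILC1 genes averaged 1.86 and ILC3 genes -2.17 in ILC1 over ILC3, a difference of 4.03 (exact permutation test, 3432 splits, adjusted p = 0.0021). Of the LTi genes, Prelid2 (ENSMUSG00000056671) was higher in LTi cells than in ILC1 by 3.81 (SE 0.23, adjusted p = 7.77e-07) and Stra6 by 7.77 (SE 1.02, adjusted p = 0.000185). ILC1 genes averaged 3.37 and LTi genes -4.37 in ILC1 over LTi cells, a difference of 7.74 (exact, 19448 splits, adjusted p = 0.000119). In LTi cells over ILC3, LTi genes averaged 1.43 and ILC3 genes 0.51, a difference of 0.922 (exact, 19448 splits, adjusted p = 0.145; 0.0955 to 0.256 under the alternatives). In this comparison 2 of 10 LTi genes were higher in LTi cells, 1 of 7 ILC3 genes (Vipr2) was lower in ILC3, and the others did not pass. Methylation values of the marker regions were not analysed here, so these correlations were not computed again.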

Notably, a high correlation was also observed for the comparison of gene expression and demethylation of ILC1 marker regions to ILC3 and LTi, whereas a similar comparison of ILC3 to LTi showed only a weak correlation (Fig. S3 D).

**Figure S3.**
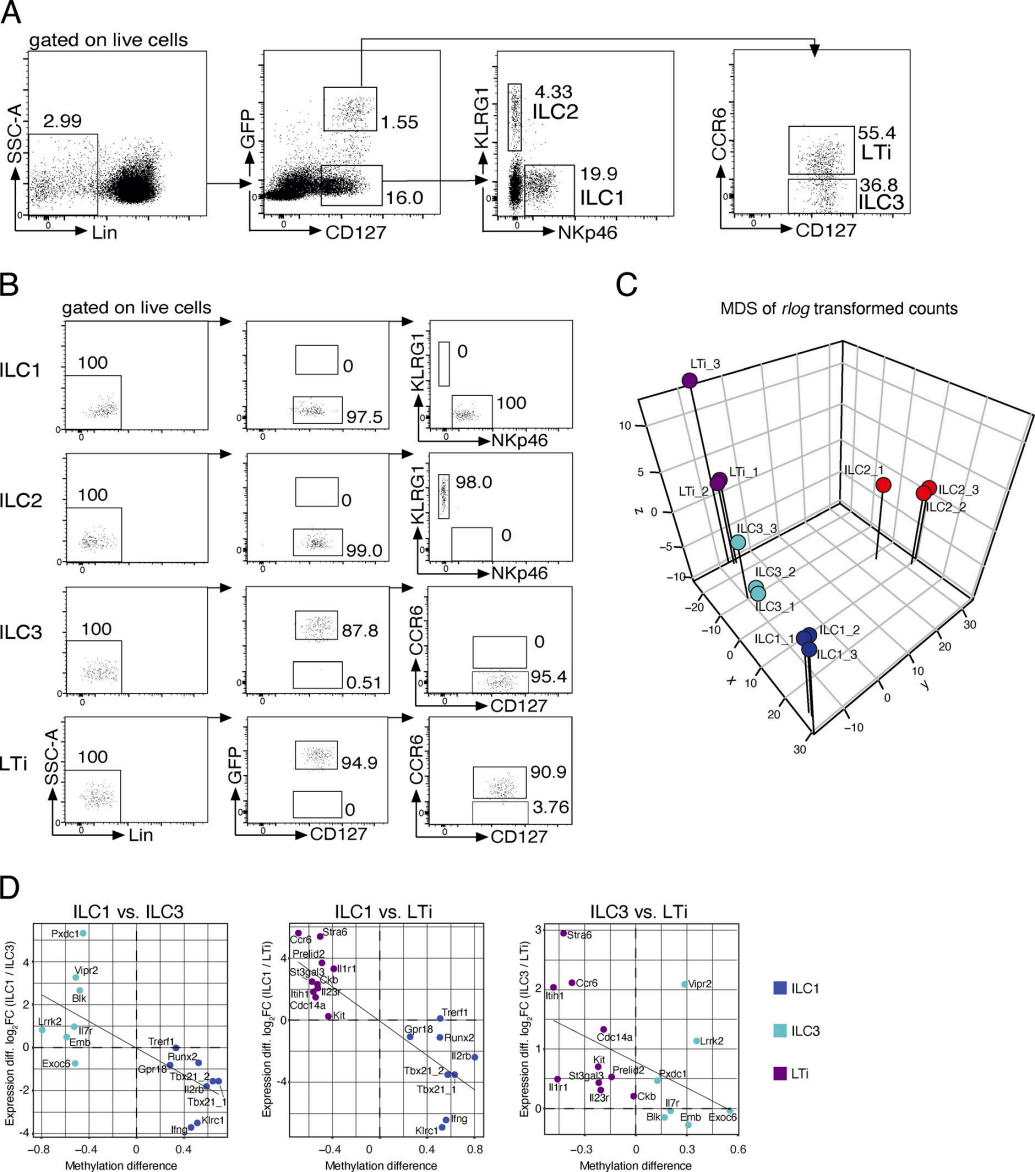
**RNA-seq of LN ILCs. (A)** Sorting strategy for ILC RNA-seq. ILCs were sorted from pooled pLNs of *Rorc*^GFP^ reporter mice by surface markers as ILC1 (Lin^−^CD127^+^RORγt^GFP−^NKp46^+^KLRG1^−^), ILC2 (Lin^−^CD127^+^RORγt^GFP−^NKp46^−^KLRG1^+^), ILC3 (Lin^−^CD127^+^RORγt^GFP+^CCR6^−^), LTi cells (Lin^−^CD127^+^RORγt^GFP+^CCR6^+^). SSC, side scatter. **(B)** Purity reanalysis of sorted ILCs. **(C)** Multidimensional scaling (MDS) of *rlog*-transformed expression counts in ILCs. Sample relationship similarity is shown in 3D plot including sample group color code (ILC1 = blue, ILC2 = red, ILC3 = cyan, LTi = dark magenta). **(D)** Correlation analyses visualize the relation between methylation status of marker regions (methylation difference, x axis) and associated gene expression (log2 fold-change, y axis). Analysis of ILC1 vs. ILC3, ILC1 vs. LTi, or ILC3 vs. LTi revealed *R* = −0.71 (P = 0.003), *R* = −0.84 (P < 0.001), or *R* = −0.49 (P = 0.047), respectively. Plots show the comparison between ILC1 (blue dots), ILC3 (cyan dots), or LTi (magenta dots) including the linear regression line.

**Figure 3.**
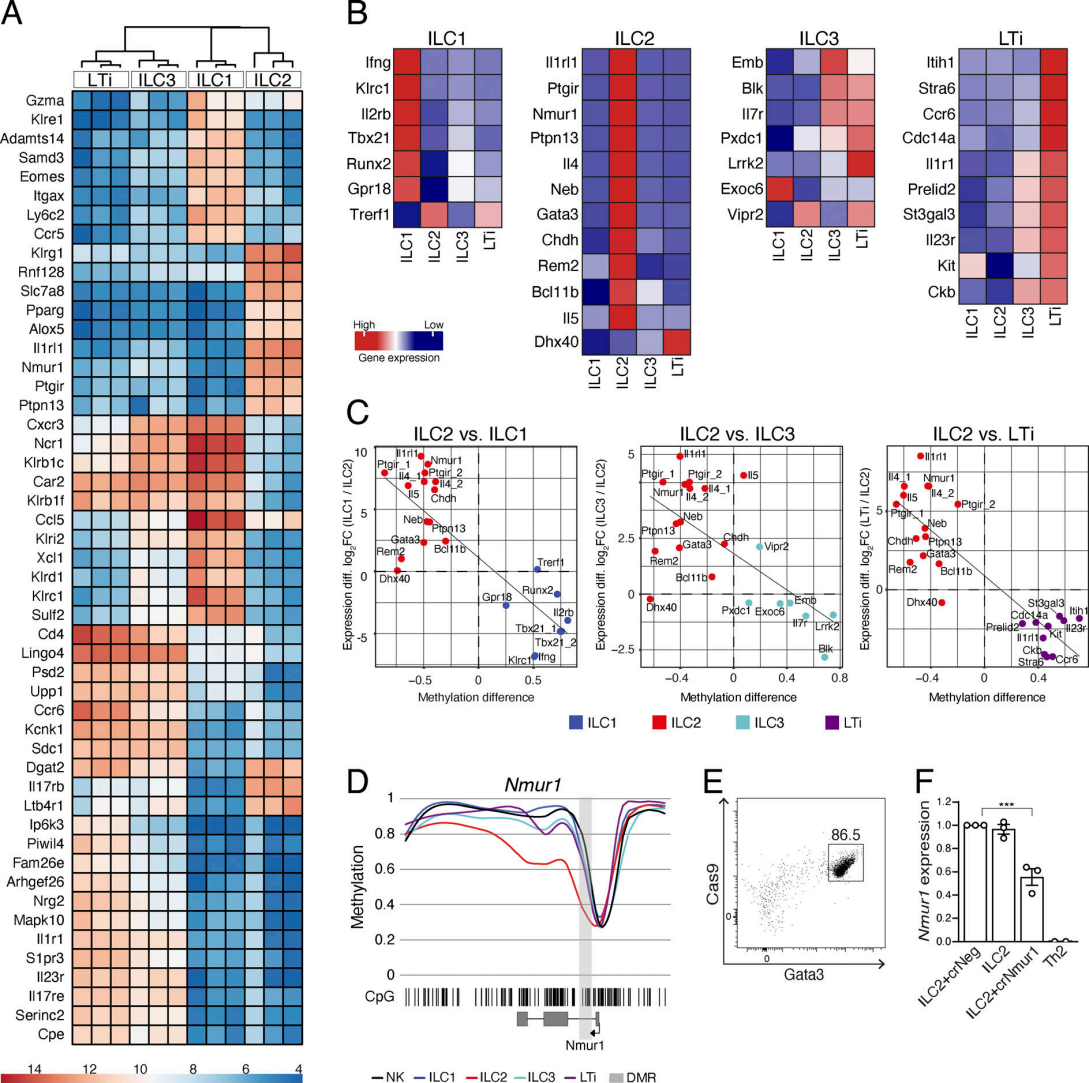
**Transcriptome analysis revealed high correlation between demethylation of marker regions and expression of the associated genes. (A)** Heatmap showing the top 50 most variable genes in an unbiased hierarchical clustering of ILC1-3 and LTi cells, as revealed by *DESeq2* expression analysis **(B)** Expression values (reads per kilobase maximum transcript length per million mapped reads) of marker-associated genes were translated into a heatmap and ranked according to the respective ILC population. **(C)** Correlation analyses visualize the relation between methylation status of marker regions (methylation difference, x axis) and associated gene expression (log_2_ fold-change [FC], y axis). Analysis of ILC1 vs. ILC2, ILC3 vs. ILC2, or LTi vs. ILC2 revealed *R* = −0.82 (P < 0.001), *R* = −0.67 (P < 0.001), or *R* = −0.86 (P < 0.001), respectively. Plots show the comparison between ILC2 (red dots) and ILC1 (blue dots), ILC3 (cyan dots), or LTi (magenta dots) including the linear regression line. **(D)** Methylation profile of the *Nmur1* locus for ILC1-3 and LTi cells, including smoothed linear display of CpG motifs (bar code), methylation values of the marker region (light gray box), and the surrounding gene body (exons in dark gray boxes, TSS indicated by arrow). **(E)** Representative flow cytometry plot showing Gata3 expression in ILC2 following 7 d of expansion in the presence of IL-2, IL-7, and IL-33. **(F)** sgRNA recognizing *Nmur1*-associated marker region (crNmur1) or negative control sgRNA (crNeg) were electroporated into in vitro–cultured ILC2 by electroporation. Nonelectroporated ILC2 and in vitro–differentiated Th2 cells served as additional controls. Graph depicts expression of Nmur1 determined 3 d after electroporation, shown as relative expression to Actb. RNA-seq was performed in *n* = 3 independent experiments and shown as triplicates (A) or mean values (B). Methylation data for the correlation analysis (C and D) was derived from the initial WGBS. In vitro targeting of ILC and Th2 cells (E and F) was performed in *n* = 3 independent experiments. Statistical significance was analyzed using unpaired two-tailed Student’s *t* test with ***, P ≤ 0.001.

To specifically test the impact of a given marker region on the transcriptional activity of the locus, we targeted the epigenetic region in the *Nmur1* locus using CRISPR/Cas9 technology. 

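Nmur1 (ENSMUSG00000026237) encodes the receptor for neuromedin U, a neuropeptide that activates ILC2. It was 190 ± 9.97 RPKM (SD, n = 3) in ILC2, with libraries from 184 to 202, against 5.50 ± 2.02 in ILC3, 1.65 ± 0.507 in LTi cells and 0.314 ± 0.150 in ILC1. That is 33.7-fold over ILC3 (log2 5.07, SE 0.32, adjusted p = 3.14e-06), 114.7-fold over LTi cells (6.84, SE 0.35, adjusted p = 1.80e-06) and 555-fold over ILC1 (9.12, SE 0.40, adjusted p = 1.04e-07). Its level in ILC1 rests on few reads, which makes the last ratio the least certain. The gene lies on the minus strand of chromosome 1 (GRCm38), and the marker region spans 101 bp (86388900 to 86389000) of intron 1 of its principal protein-coding transcript, 344 bp from the start of that transcript.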

Manipulation of the *Nmur1* locus served as a proof-of-principle approach, since our results showed that the *Nmur1* gene was highly and specifically expressed by ILC2 and contained a short pronounced demethylated region in the first intron (Fig. 3 D). To this end, ILC2 were isolated from the pLN of constitutively Cas9-expressing mice and expanded in vitro in the presence of IL-2, IL-7, and IL-33 (Fig. 3 E). After expansion, Cas9^+^Gata3^+^ ILC2s were electroporated with sgRNA recognizing the *Nmur1*-associated DMR. Quantitative PCR analysis revealed a reduction of *Nmur1* transcription to intermediate levels in targeted ILC2, compared with control ILC2 or Nmur1 low-expressing, in vitro differentiated Th2 cells. (Fig. 3 F). Thus, our findings confirm a strong correlation between gene expression and methylation status of the marker regions and support the assumption that these regions critically impact the transcriptional activity in ILCs.

### Epigenetic differences between ILCs and Th cells

The initial DMR-based analysis revealed an overrepresentation of Th cell–specific developmental and receptor signaling pathways (Fig. 1 E). This is not unexpected, as it was reported before that ILC and Th cells share lineage transcription factors and effector cytokines. To shed more light on the relationship between these innate and adaptive immune cells, we generated methylomes from ex vivo–isolated Th1, Th2, and Th17 cells (Fig. S4 A). First, the most variable DMRs generated by pairwise comparisons among all ILCs and Th cells were subjected to hierarchical cluster analysis (Fig. 4 A and Table S2). Surprisingly, we did not detect a close relationship between cells driven by the same lineage transcription factor, such as Th1, ILC1, and NK cells, but a very clear separation between Th cells and ILCs. To better characterize the differences within the methylomes of ILC and Th cells, and to identify potential ILC- or Th cell–specific genetic regions, DMRs were further filtered for inversely methylated regions in the proximity of the promoter of annotated genes. As shown in Fig. 4 B, the top-ranked regions demethylated in Th cells contained DMRs associated with genes involved in T cell receptor assembly, such as T cell receptor α joining (*Traj*) genes and several genes linked to T cell receptor signaling, e.g., *Cd3*, *Cd4*, and *Ubash3a*, products of which build or interact with the TCR–CD3 complex and regulate its turnover (Ge et al., 2019), as well as the protein from *Slamf6*, which is required to augment T cell activation (Dragovich et al., 2019). Beside genes such as *Zbtb1* or *Bcl2a1d*, connected to T cell development, DMRs in metabolic genes such as *Got1*, which regulates Th17 and Th1 differentiation by glutaminase-dependent mechanisms (Johnson et al., 2018), were identified. DMRs that were uniquely demethylated in ILCs were identified in the gene loci of transcription factors Stat5b and Lyl1, both expressed during ILC development (Liu et al., 2021; Villarino et al., 2017), or *Rara*, which is highly expressed by ILCs (Kim et al., 2015). In addition to several genes with immunological functions, such as *Klrb1f* or *Foxp1*, we surprisingly also identified ILC-specific DMRs in genes such as *Dennd1b*, *Akt2*, *Abl*, or *Dgkz*, playing a role in different immune cells, including T cells (Martin et al., 2012; Singh et al., 2019; Tanaka et al., 2021; Yang et al., 2016b; Zipfel et al., 2004). In summary, uniquely demethylated regions in Th cells are located in genes involved in T cell metabolism, development, and T cell receptor signaling, whereas uniquely demethylated regions in ILCs appear in genes of transcription factors and signaling mediators expressed in diverse immune cells.

**Figure S4.**
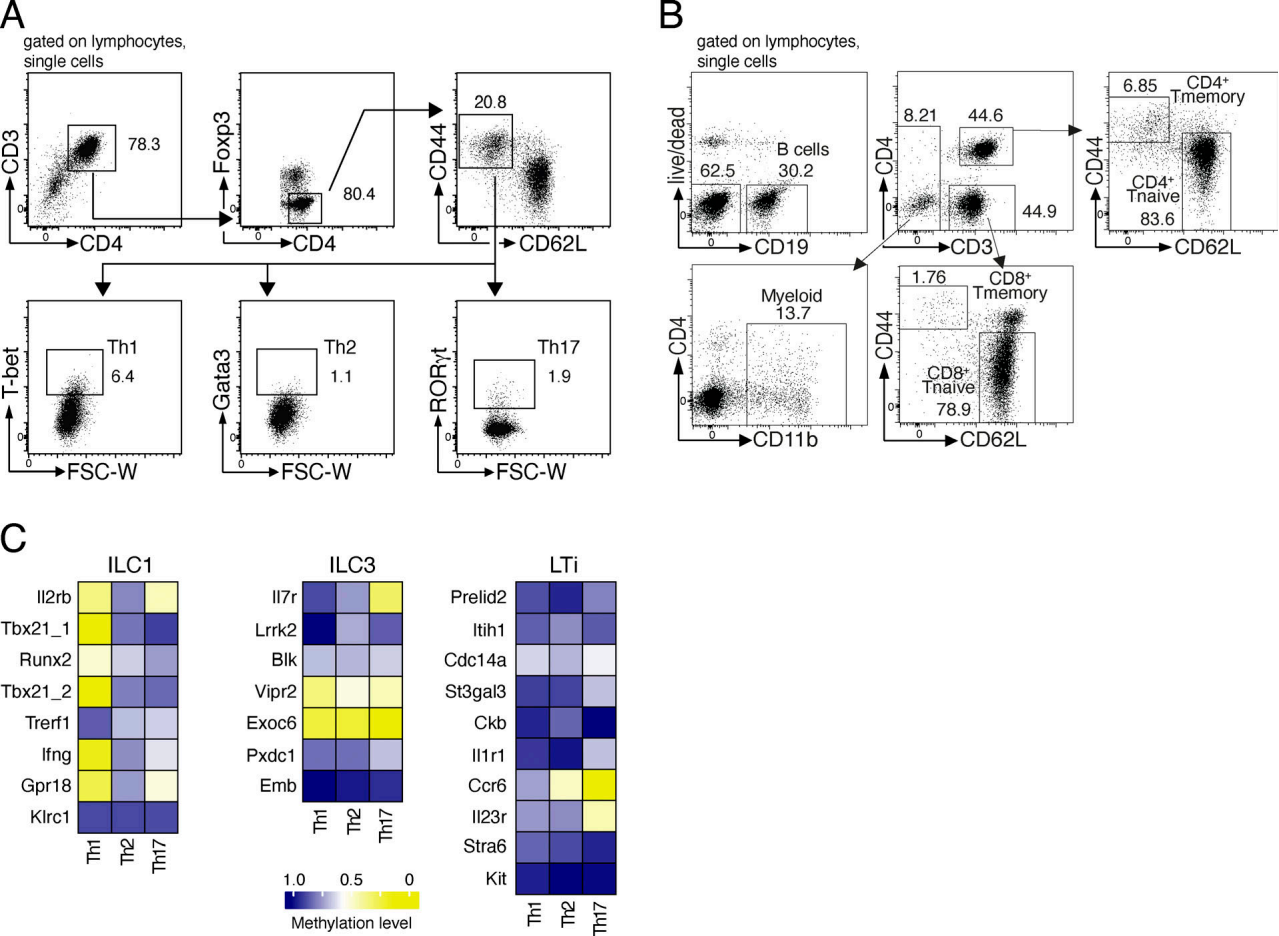
**Analysis of non-ILC immune cell subsets. (A)** Sorting strategy for the isolation of Th1, Th2, and Th17 cells. CD4^+^ cells from pooled pLNs and spleen of C57BL/6J mice were magnetically enriched by using anti-CD4 microbeads and the autoMacs Pro separator (Miltenyi Biotec). The enriched CD4^+^ cells were gated on single lymphocytes and sorted in high purity for Th1 (CD3^+^CD4^+^Foxp3^−^CD44^hi^CD62L^low^T-bet^+^), Th2 (CD3^+^CD4^+^Foxp3^−^CD44^hi^CD62L^low^Gata3^+^), and Th17 cells (CD3^+^CD4^+^Foxp3^−^CD44^hi^CD62L^low^RORγt^+^). **(B)** Sorting strategy for the isolation of main immune cell subsets. B cells (CD19^+^), myeloid cells (CD19^−^CD3^−^CD11b^+^), and both CD4^+^ and CD8^+^ T (CD19^−^CD3^+^) cells were sorted from murine lymph nodes. T cells were further distinguished into naive (CD44^−^CD62L^+^) and memory (CD44^+^CD62L^−^) populations. **(C)** Heatmaps showing the methylation level of ILC1, ILC3, and LTi epigenetic marker regions in Th1, Th2, and Th17 cells. The mean methylation value was calculated from the CpG motifs located within the marker region. The values were translated into a color code ranging from yellow (0% methylation = 0) via white (50% methylation = 0.5) to blue (100% methylation = 1.0).

**Figure 4.**
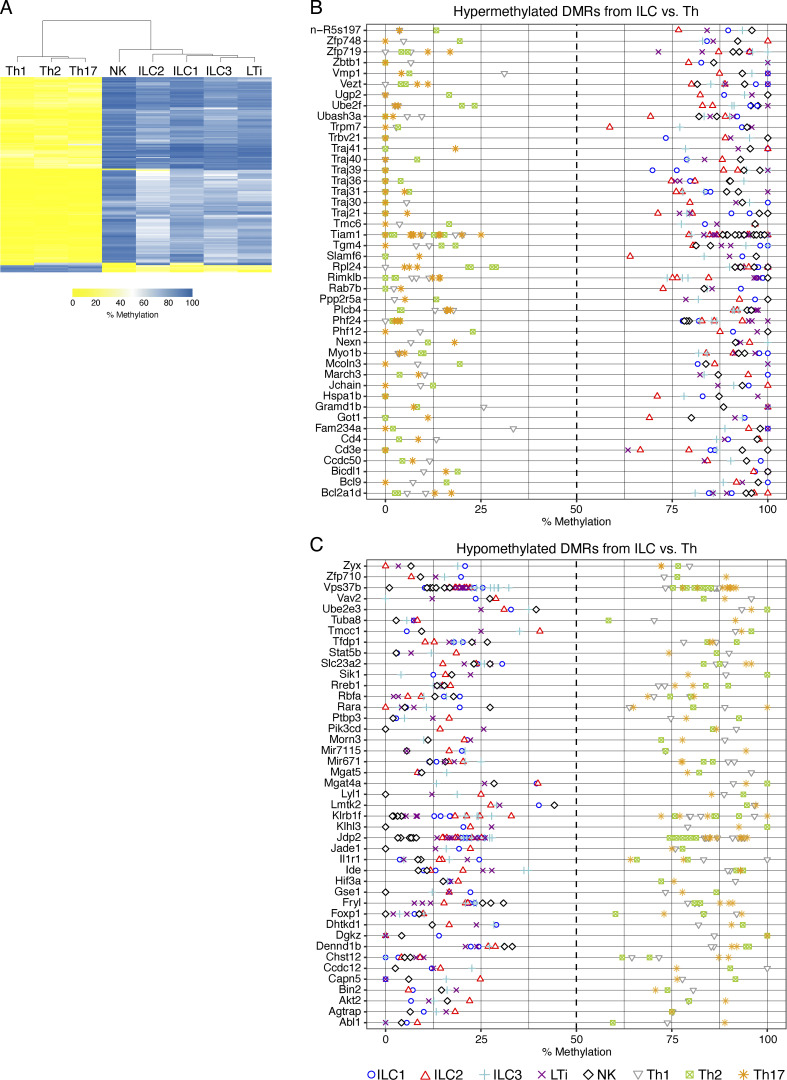
**Differences between the methylomes of ILCs and Th cells. (A)** Th1 (CD3^+^CD4^+^Foxp3^−^CD44^hi^CD62L^low^T-bet^+^), Th2 (CD3^+^CD4^+^Foxp3^−^CD44^hi^CD62L^low^Gata3^+^), and Th17 cells (CD3^+^CD4^+^Foxp3^−^CD44^hi^CD62L^low^RORγt^+^) were sorted by flow cytometry from pooled pLNs and spleen and subjected to WGBS. **(A)** Unsupervised hierarchical clustering of the top 1,000 DMRs among Th and ILC subsets. The color represents the degree of mean methylation value, ranging from yellow (methylation level = 0) to blue (methylation level = 100%). **(B and C)** Methylation values of the top 75 hypermethylated (B) and hypomethylated (C) DMRs derived from the comparisons of ILC vs. Th cell groups. The list is sorted according to the absolute mean methylation difference between the groups in descending order. Individual sample methylation values are represented by the displayed symbols. Multiple symbols indicate multiple DMRs in the same gene locus. Data for analysis of ILC methylomes was derived from the initial WGBS. Th cell populations were pooled from a total of *n* = 13 mice. WGBS was performed in unicates for Th1, Th2, and Th17 cells.

### ILC2 signatures overlap partially with Th2 cells and carry T cell–regulating factor binding sites in overrepresented motifs

For a more detailed analysis, we set the focus on the ILC2 marker regions described above, since the majority of these regions displayed pronounced and specific demethylation only in this ILC population. As demethylation of the marker regions may also occur in non-ILC immune cell populations, we first performed pyrosequencing within the ILC2 marker regions to determine the methylation status in selected main immune cell subsets. For this purpose, B cells (CD19^+^), myeloid cells (CD19^−^CD3^−^CD11b^+^), and naive (CD3^+^CD62L^+^CD44^−^) as well as memory (CD3^+^CD62L^−^CD44^+^) subsets of both CD4^+^ T and CD8^+^ T cells, were sorted from splenocytes of healthy mice (Fig. S4 B). As expected, some of the marker regions were significantly demethylated also in other immune cell subsets, such as *Bcl11b* in all T cells, *Rem2* in B cells, *Ptgir* in T memory and myeloid cells, and *Chdh* in most of the analyzed cell types (Fig. 5 A and Table S3).

**Figure 5.**
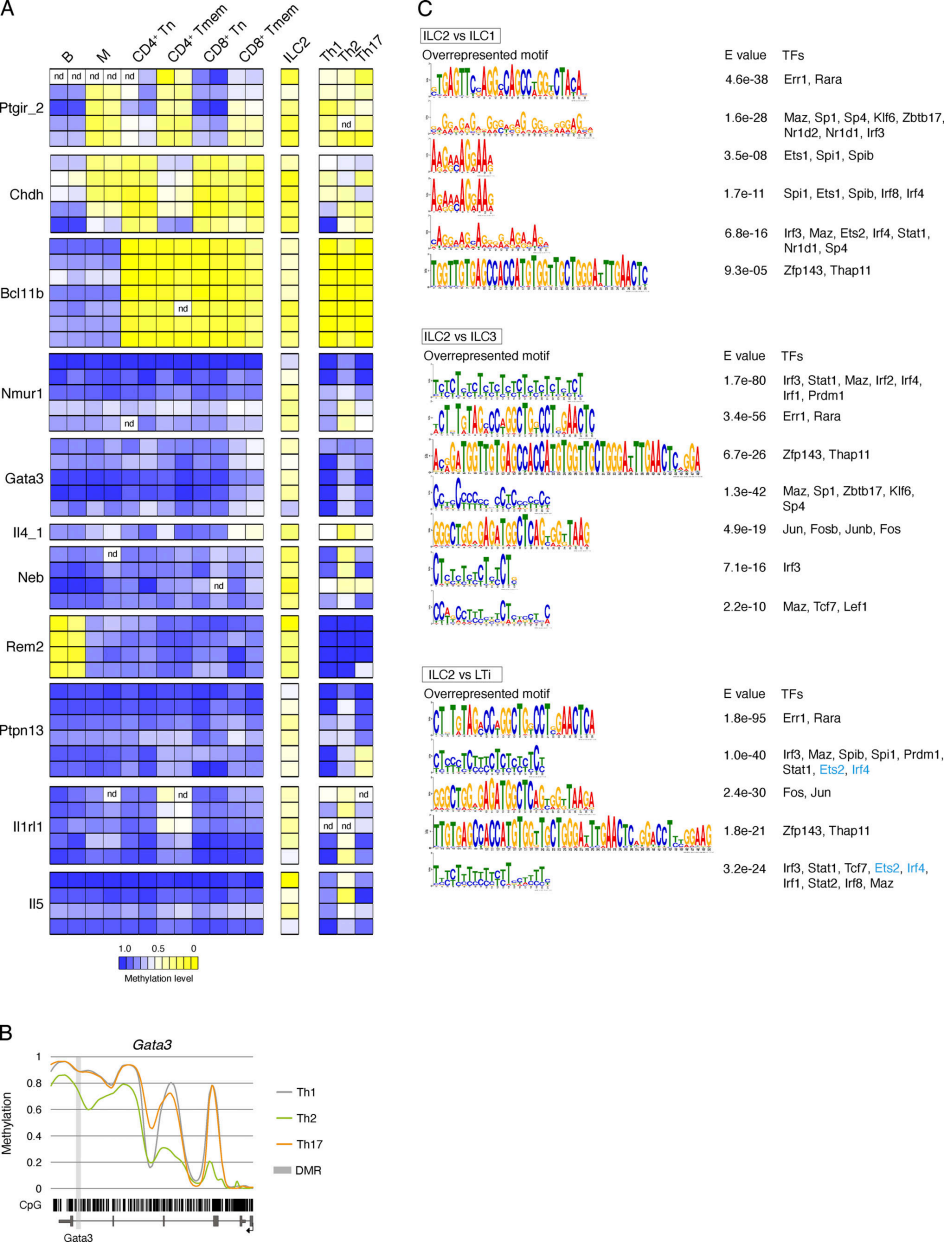
**ILC2 show partial signature overlaps with Th cells and carry T cell–regulating factor binding sites in overrepresented motifs. (A)** B cells (CD19^+^), myeloid cells (CD19^−^CD3^−^CD11b^+^), and naive (CD44^−^CD62L^+^) and memory (CD44^+^CD62L^−^) CD4^+^ and CD8^+^ (CD19^−^CD3^+^) T cells were sorted by flow cytometry from the spleen of WT mice and analyzed for the methylation of CpG motifs within ILC2 marker regions by pyrosequencing. The mean methylation value of all CpG motifs within each region was calculated and transformed into a color-coded box, ranging from blue (100% methylation) and white (50% methylation) to yellow (0% methylation). Each box represents the methylation value of one CpG motif. The white box labeled with *nd* represents an invalid sequencing signal. The experiment was performed in *n* = 2 independent sorts. Methylation values shown for the CpG motifs of ILC2 were extracted from the WGBS data of Th1, Th2, and Th17 cells and LN-derived ILC2. B, B cells; M, myeloid cells; Tn, naive T cells; Tmem, memory T cells. **(B)** Methylation profile of *Gata3* gene locus. Smoothed, linear display of CpG motif (bar code) methylation values of the DMR (light gray box) and the surrounding gene body (exons in dark gray boxes, TSS indicated by arrow). Colored lines depict the methylation values ranging from 0 (0% methylation) to 1 (100% methylation) for each Th subset (Th1 = gray, Th2 = green, Th17 = orange). **(C)** Overrepresented sequences and corresponding E values of identified overrepresented motifs (MEME analysis) among DMRs of ILC2 comparisons are shown as indicated. Motifs containing transcription factors (TFs) not expressed in ILC2 (RNA-seq analysis) or motifs without any transcription factor binding site were excluded. Transcription factors in blue are differentially expressed in ILC2.

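Ets2 (ENSMUSG00000022895), a factor of the ETS family, was 8.36 ± 0.552 RPKM (SD, n = 3) in ILC2 and at most 1.98 in the other populations, and was higher in ILC2 than in each (over ILC3, log2 fold change 2.04, SE 0.16, adjusted p = 1.12e-05). Tcf7l1 (ENSMUSG00000055799), which encodes the Wnt pathway factor TCF3, was 3.15 ± 0.592 in ILC2 against means of 0.184 to 0.429, also higher than in each (over LTi cells 2.87, SE 0.28, adjusted p = 3.70e-05). Tcf7 (ENSMUSG00000000782), which encodes TCF1, was lower in ILC2 (83.7 ± 3.00) than in ILC1 (205 ± 8.92), ILC3 (238 ± 36.9) and LTi cells (238 ± 33.3), with -1.51 against LTi cells (SE 0.15, adjusted p = 3.86e-05). Irf8 (ENSMUSG00000041515), an interferon regulatory factor of myeloid cells, was lower in ILC2 (3.04 ± 1.37) than in ILC3 (6.62 ± 0.957), LTi cells (8.65 ± 0.592) and ILC1 (24.6 ± 1.43); against ILC3 it fell by 1.17 (SE 0.25, adjusted p = 0.00775).

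Of 67 factors, 56 members of the factor families of the motif analysis and 11 others labelled there, 50 had at least 1 RPKM in every ILC2 library, among them all 7 STAT genes, 9 of 10 ETS genes and 7 of 9 IRF genes. Of the 50, 22 differed between ILC2 and at least 1 other population at adjusted p ≤ 0.05, 37 with the replicate number in the model, and 13 without ILC2 replicate 2. Higher in ILC2 than in ILC1 were Tcf7l1, Zbtb38, Ets2, Klf6 and Nr1d1, and lower were Tcf7, Lef1, Irf7, Irf8, Stat4, Sp1 and Sp4. Against ILC3, Tcf7l1, Fos and Ets2 were higher in ILC2 and Tcf7, Lef1, Irf8, Stat4, Elk3 and Nr1d1 lower. Against LTi cells, Tcf7l1, Irf1, Irf9, Jund, Zbtb7a, Ets1 and Ets2 were higher and Tcf7, Irf5, Irf8, Zbtb7b, Elk3, Rara, Sp1 and Nr1d1 lower. The families come from the study's motifs in ILC2 regions, and not every member was labelled there, so these counts are not independent evidence on the motifs.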

Analysis of the ILC2 marker regions in Th cell subsets Th1, Th2, and Th17 revealed comparable levels of demethylation in *Ptgir*, *Bcl11b*, and also *Chdh*, which still displayed stronger demethylation in ILC2 (Fig. 5 A). While all other ILC2 marker regions remained largely methylated in Th1 and Th17 cells, similar levels of demethylation between ILC2 and Th2 cells were found in *Il4*, *Il5*, and *Il1rl1*, whereas the epigenetic regions in *Nmur1*, *Gata3*, and *Neb* were more strongly demethylated in ILC2. The regions in *Rem2* and *Ptpn13* showed no or only weak demethylation in Th2 cells. Thus, our analysis revealed a partial methylation overlap between ILC2 and Th2 cells, and similar results were obtained for ILC1 regions in Th1 or ILC3/LTi regions in Th17 cells (Fig. S4 C). A detailed inspection of the *Gata3* locus revealed demethylated regions within Th2 that do not appear in Th1 or Th17 cells (Fig. 5 B). However, the locus showed also a different profile in ILC2 with a more distinct demethylation in the last intron (Fig. 2 B). Interestingly, a motif overrepresentation analysis performed for ILC2 vs. ILC1, ILC3 and LTi DMRs, followed by a search for transcription factor binding sites, resulted in factors known to play a role in T cells, like family members of T cell factor/lymphoid enhancer factor (TCF/LEF), IFN regulatory factor (IRF), POK/ZBTB, STAT, JUN, and FOS (Evans and Jenner, 2013; Kang and Malhotra, 2015; Fig. 5 C). Together, these data indicate that despite expected pathway and regulation similarities between ILC2 and Th2 cells, specific methylation differences still exist. Single marker regions may therefore not be exclusively demethylated in ILC2, but the overall signature of marker regions might be specific for ILC2.

### Impact of inflammatory stimuli on the methylation of ILC2 marker regions in liver and lung

Tissue location and environmental challenges, such as the presence of inflammatory cytokines, can have a profound effect on the transcriptional signature of ILC2 (Ricardo-Gonzalez et al., 2018). To assess the impact of tissue location and inflammatory stimuli on the methylation level of ILC2-associated epigenetic marker regions, we analyzed ILC2 isolated from liver or lung of either untreated or IL-33–challenged mice (Fig. S5, A and B). In agreement with a recent study (Neumann et al., 2017), we could demonstrate a substantial increase in the frequencies and total numbers of liver ILC2 by IL-33 treatment (Fig. 6 A). However, the cell numbers under homeostatic conditions were very low and enabled just a single analysis of a restricted epigenetic marker panel. Interestingly, we found only intermediate methylation levels of *Gata3* (53%), *Il4* (56%), *Il5* (49%), or *Il1rl1* (36%) regions in ILC2 under homeostasis, while ILC2 isolated under inflammatory conditions displayed clearly reduced methylation of these loci (*Gata3* [3%], *Il4* [3%], *Il5* [7%], and *Il1rl1* [8%]). (Fig. 6 B and Table S4). Notably, NK cells isolated as controls from the same animals did not show demethylation of the ILC2 marker regions under either homeostatic or inflammatory conditions (Fig. 6 B). A small population of ILC2 could be identified in the lungs of untreated mice (Fig. 6 A). However, in contrast to the liver, ILC2 marker regions were already highly demethylated under homeostatic conditions (Fig. 6 D and Table S3). IL-33–mediated challenge increased frequencies and total numbers of lung ILC2 and induced IL-5 and IL-13 secretion by these cells (Fig. 6, A and C), but did not markedly impact the status of ILC2 marker regions, except for *Il4*, where we even saw an increase in methylation (Fig. 6 D). Again, control NK cells sorted from the lung of untreated and IL-33–challenged mice did not show demethylation of ILC2 marker regions (Fig. 6 D). In summary, our data indicate that location affects the methylation status of ILC2 marker regions. Acute IL-33–mediated challenge induced further demethylation of ILC marker regions only in the liver, where ILC2 regions displayed intermediate levels of demethylation during homeostasis.

**Figure S5.**
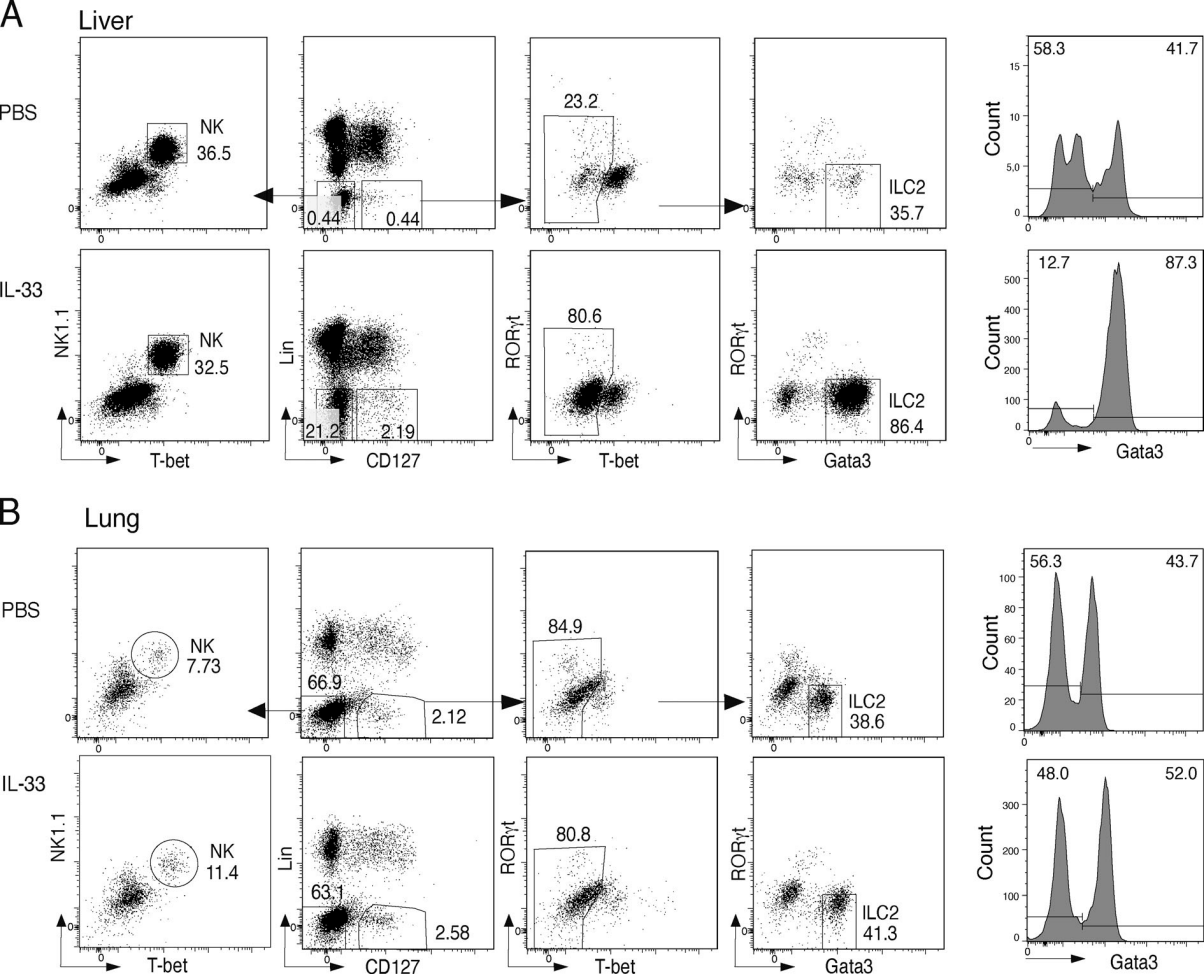
**Sorting strategy for ILC2 and NK cells from lung and liver. (A and B)** ILC2 were sorted as Lin (CD3 and CD19)^−^CD127^+^Tbet^−^Gata3^+^RORγt^−^; NK cells were sorted as Lin^−^CD127^−^NK1.1^+^Tbet^+^ from lung (A) and liver (B) of both control and IL-33–treated mice. The histograms depicted the Gata3 expression against cell count.

**Figure 6.**
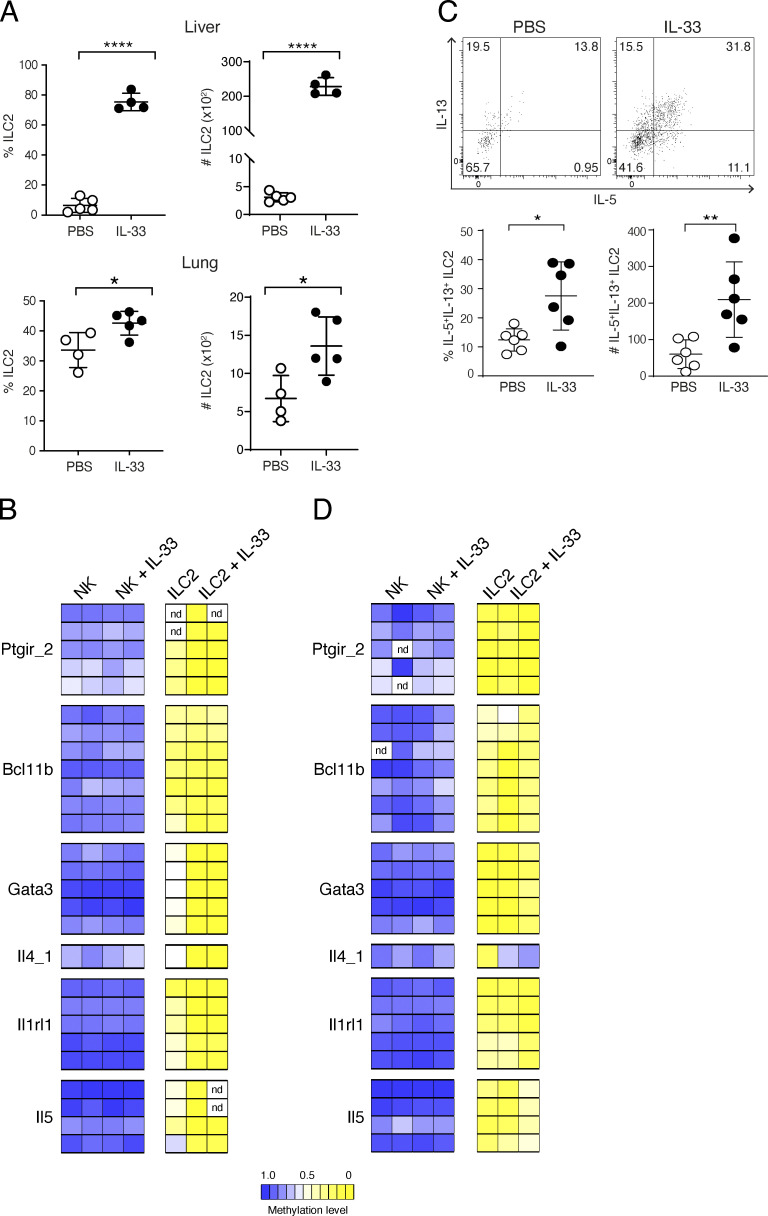
**Impact of IL-33–mediated challenge on ILC2-associated epigenetic marker in lung and liver. (A)** NK cells and ILC2 were isolated from the liver or lung of mice under homeostatic conditions or after i.p. treatment with 300 ng IL-33 for three consecutive days (liver) or i.n. treatment for three consecutive days with 250 ng IL-33 (lung). Graphs show frequencies and total numbers of Gata3^+^ ILC2 within Lin^−^CD127^+^ cells. Data shown were generated from *n* = 4–5 independent cell sorts with *n* = 7–8 mice per sort. Statistical significance was analyzed using unpaired two-tailed Student’s *t* test with *, P ≤ 0.05 and ****, P ≤ 0.0001. **(B)** Pyrosequencing results show the methylation value of selected ILC2-associated marker regions in liver NK cells and ILC2 of both naive and IL-33–treated mice. The mean methylation value of all CpG motifs within each region was calculated and transformed into a color-coded box, ranging from blue (100% methylation) and white (50% methylation) to yellow (0% methylation). Data for untreated mice were generated by pooling ILC2 from several cell sorts with *n* = 20–30 mice per sort. *n* = 2 independent experiments were conducted for IL-33 challenge with *n* = 16 mice. **(C)** ILC2 were isolated from the lung of naive or IL-33–challenged mice and restimulated with PMA*/*ionomycin in vitro for intracellular cytokine staining. Representative flow cytometry plots of Gata3^+^ ILC2 producing IL-5/IL-13 from control (PBS) and IL-33–challenged mice. Graphs show frequencies and total cell numbers of Gata3^+^IL-5^+^IL-13^+^ ILC2. Data shown from *n* = 2 independent experiments with *n* = 3 mice per group. Statistical significance was analyzed using unpaired two-tailed Student’s *t* test with *, P ≤ 0.05 and **, P ≤ 0.01. **(D)** Pyrosequencing results show the methylation value of ILC2-associated marker regions in lung NK cells and ILC2 of both naive and IL-33–treated mice. The mean methylation value of all CpG motifs within each region was calculated and transformed into a color-coded box, ranging from blue (100% methylation) and white (50% methylation) to yellow (0% methylation). Data for untreated mice were generated by pooling ILC2 from several cell sorts with *n* = 10–20 mice per sort. *n* = 2 independent experiments were conducted for IL-33 challenge with *n* = 5 mice.

## Discussion

The study of global epigenomic features and transcriptomic programs provides important clues to the nature of ILC identity and allows novel insights into ILC lineage heterogeneity, plasticity, and function. However, while epigenetic mechanisms have been broadly studied in T cells, only a few studies have related to the epigenetic control of ILCs. These studies mainly focused on histone modification, chromatin accessibility, and long noncoding RNAs (Antignano et al., 2016; Gury-BenAri et al., 2016; Koues et al., 2016; Liu et al., 2017; Mowel et al., 2017; Shih et al., 2016), whereas the impact of DNA methylation has so far not been assessed in ILCs. Using a genome-wide bisulfite sequencing approach, we identified DMRs in murine ILCs and provide data sets at single-CpG resolution. Closer inspection of DMRs and their associated genes allowed us to define and characterize a specific set of marker regions for each ILC lineage.

The global assessment of the WGBS data revealed that the majority of DMRs found in ILCs were mapped to intragenic regions, with a peak of demethylation close to the TSS of genes, mirroring previous observations in T cells (Delacher et al., 2017; Hashimoto et al., 2013; Yang et al., 2015). Total DMR numbers and Euclidian sample distance analysis of the WGBS data also indicated that NK cells share fewer similarities with helper ILCs, which might reflect their functional difference and divergence from the helper ILC populations at the early stage of ILC development (Stokic-Trtica et al., 2020).

Previous work demonstrated accessible chromatin and permissive histone marks within the *Tbx21* locus in ILC1 and the *Gata3* locus in ILC2 (Gury-BenAri et al., 2016; Shih et al., 2016). In line with these studies, we identified specific DMRs in *Tbx21* in ILC1 and in *Gata3* in ILC2. Interestingly, we found that while lineage-specific DMRs in *Tbx21* and *Gata3* were located in introns, the promoter regions of *Tbx21* and *Gata3* were fully demethylated in all ILC subsets. Demethylation of the promoter region of *Gata3* might in part be explained by the fact that Gata3 is expressed by all helper ILCs during their development (Yagi et al., 2014). Nevertheless, low methylation of the promoter may rather indicate a poised status, and thus contribute to lineage plasticity of ILCs and the potential to express more than one lineage-specific transcription factor under inflammatory conditions. Importantly, the identification of lineage-specific DMRs in *Tbx21* and *Gata3* within introns suggests a vital role of intragenic methylation in the regulation and stability of cell type–specific transcription. This is in line with the observation that promoters are preferentially enriched with epigenetic regulatory elements common to all ILC populations but absent from variable and lineage-specific regulatory elements (Shih et al., 2016).

A principle aim of this study was the identification of lineage-specific epigenetic marker regions for helper ILCs. The main criterion defining such marker regions was a high methylation difference value in one-to-one ILC lineage comparisons. This approach allowed us to identify marker regions associated with genes that have not been described for any specific function in ILCs so far, and therefore may represent interesting novel targets for future functional studies. The ILC1 signature contains known marker genes such as *Tbx21*, *Ifng*, and *Il2rb,* whose methylation levels are comparable to those of NK cells. Interestingly, the importance of *Runx2* was described in human but not in murine ILC1 (Allan et al., 2017). The CBP/p300 interaction partner Trerf1 and the chemokine receptor Gpr18, which is involved in recruiting of intraepithelial lymphocytes, were not reported so far. This also holds true for the well-known human NK marker Klrc1 (NKG2A; Crinier et al., 2018). Most ILC3 marker regions show comparable methylation values in LTi cells. This similarity was expected, because both populations express the transcription factor RORγt and were separated in our approach by the expression of CCR6 in LTi cells. 

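Ccr6 (ENSMUSG00000040899), the receptor for the chemokine CCL20 and the marker on which ILC3 and LTi cells were separated, was 197 ± 62.1 RPKM (SD, n = 3) in LTi cells (161 to 269) and 32.8 ± 11.4 in ILC3 (25.3 to 45.9). In ILC1 it was 1.08 ± 0.575, and it was higher in ILC3 than in ILC1 by a log2 fold change of 4.83 (SE 0.80, adjusted p = 0.00171). ILC2 had a mean of 4.88 ± 5.65, most of it in replicate 1 (11.4), the library that holds other LTi transcripts. LTi cells over ILC3 gave 5.88-fold (2.56, SE 0.69, adjusted p = 0.0684). That p was 0.0116 without ILC2 replicate 1, 0.0288 without ILC2 replicate 3 and 0.0117 when only the 6 libraries compared were fitted, in a range of 0.0116 to 0.251. With DESeq2 at the paper's settings the adjusted p was 0.0138, which passes. The gene lies at 8236043 to 8257141 on chromosome 17 and its region at 8236350 to 8236550. That places the region 5976 bp upstream of the start of the principal protein-coding transcript, within the annotated gene.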

The marker region in *Ccr6* shows, besides LTi cells, also intermediate methylation levels in ILC3, but no gene expression under homeostatic conditions, indicating former expression of the receptor. 

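Il7r (ENSMUSG00000003882), the IL-7 receptor chain that all sorted populations carry as CD127, was 329 ± 10.5 RPKM (SD, n = 3) in ILC3 and 326 ± 42.2 in LTi cells, against 156 ± 5.18 in ILC1 and 167 ± 15.0 in ILC2. It was higher in ILC3 than in ILC1 (log2 fold change 0.99, SE 0.14, adjusted p = 0.00059) and ILC2 (1.01, adjusted p = 0.000597), and LTi cells and ILC3 differed by -0.05 (adjusted p = 0.942). Blk (ENSMUSG00000014453), which encodes the kinase, was 19.0 ± 9.83 in ILC3 and 16.9 ± 9.78 in LTi cells, and 0.937 ± 0.737 and 0.806 ± 0.970 in ILC1 and ILC2. ILC3 was higher than ILC1 (4.23, SE 1.00, adjusted p = 0.0136) and ILC2 (4.63, SE 1.03, adjusted p = 0.0102). With no filter on low counts these p-values were 0.0727 and 0.0587, the highest over the alternatives. In the third replicates Blk stood below the others, with 7.63 against 24.6 and 24.8 in ILC3 and 5.64 against 22.8 and 22.4 in LTi cells. In the same libraries Cd3d (17.8 against 98.5 and 87.3 in ILC3, 3.89 against 30.0 and 42.6 in LTi cells) and Cd40lg (4.89 against 31.8 and 32.4, 1.26 against 12.0 and 13.2) stood below the others too, while Cd4 stood above them (72.1 against 25.4 and 26.0, 249 against 154 and 137).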

A match in methylation values and gene expression was also discovered for the ILC3 marker *Il7r* and *Blk*, a nonreceptor tyrosine kinase important for γδ T cell development (Malhotra et al., 2013). 

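Lrrk2 (ENSMUSG00000036273) was 0.685 ± 0.319 RPKM (SD, n = 3) in LTi cells, 0.232 ± 0.124 in ILC3, and 0.0953 and 0.0926 in ILC1 and ILC2; LTi cells over ILC3 gave a log2 fold change of 1.52 (SE 0.93, adjusted p = 0.486). Pxdc1 was 132 ± 16.3 in LTi cells, 92.6 ± 17.6 in ILC3, 71.2 ± 8.69 in ILC2 and 1.95 ± 0.883 in ILC1 (LTi over ILC3 0.47, SE 0.23, adjusted p = 0.332). Vipr2 was 24.0 ± 1.94 in LTi cells, higher than in ILC3 by 2.16 (SE 0.30, adjusted p = 0.0045). Lrrk2 stayed below 1 RPKM in every ILC3 library (0.0924 to 0.332).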

Although they displayed lower methylation levels in ILC3, we found that LTi cells displayed higher gene expression of Lrrk2, a widely expressed leucine-rich repeat kinase that is probably involved in immune control (Ahmadi Rastegar and Dzamko, 2020); *Pxdc1*, a gene of unknown function; and *Vipr2*, involved in regulatory circuits and tissue protection (Seillet et al., 2020). A unique upregulation of Emb, a transmembrane glycoprotein, was observed in ILC3, whereas Exoc6, the Exocyst complex component 6 that is involved in vesicle transport (Mukerji et al., 2012), was dominantly produced in ILC1. 

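Emb (ENSMUSG00000021728) encodes embigin, a partner of monocarboxylate transporters, and was 243 ± 29.2 RPKM (SD, n = 3) in ILC3, 204 ± 27.3 in LTi cells, 186 ± 13.9 in ILC2 and 161 ± 16.5 in ILC1. ILC3 over ILC1 gave a log2 fold change of 0.51 (SE 0.16, adjusted p = 0.0542), over ILC2 0.42 (adjusted p = 0.12) and over LTi cells 0.29 (adjusted p = 0.434). With the replicate number in the model these p-values were 8.82e-05, 0.00039 and 0.0108, the lowest over the alternatives, and the highest were 0.18, 0.337 and 0.697. Without ILC1 replicate 3, ILC2 replicate 3 or LTi replicate 3 the p for ILC1 was 0.0307, 0.0446 and 0.0352. Exoc6 (ENSMUSG00000053799) was 18.4 ± 0.698 in ILC1, against 11.8 ± 1.11 in ILC3, 11.7 ± 0.915 in LTi cells and 8.89 ± 0.705 in ILC2, and was higher in ILC1 than in each (0.73, adjusted p = 0.0014; 0.77, adjusted p = 0.000516; 1.17, adjusted p = 2.83e-05).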

Skewed patterns for ILC3 and LTi can be explained by a still-flexible differentiation level present in second lymphoid organs or by performing the RNA-seq under homeostatic conditions. As already reported by others, the expression pattern might change under inflammatory conditions in the tissue (Zeis et al., 2020).

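For Gata3, Il4, Ptgir, Nmur1 and 6 other genes of ILC2 regions, 10 of 12 in all, each ILC2 library lay above all 9 other libraries. Dhx40 and Rem2 were the exceptions; for Rem2 the lowest ILC2 library (0.183 RPKM) lay below the highest ILC1 library (0.203). The same held for 6 of 7 ILC1 genes, all but Trerf1, for 7 of 10 LTi genes and for 0 of 7 ILC3 genes. If labels were exchanged at random, 1 of 220 splits (0.455%) would place a given population on top. This takes all libraries as exchangeable, though those of the same replicate number deviated together. Exchange within numbers allows fewer splits, so its share would be higher, and it was not computed. The shares below can therefore not be judged against 0.455% alone. Among all tested genes the shares were 7.95% for ILC2 (1108 genes), 5.67% for ILC1, 6.80% for LTi cells and 0.804% for ILC3 (112 genes). With 3 libraries on 1 side no single gene can give an exact p below 1 of 220, so the counts over the list are descriptive.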

Based on the nearly perfect match between the epigenetic ILC2 marker regions and our expression data, we decided to use the ILC2 signature for further analysis of the cells. In a first step, we investigated the methylation status in other immune cell subsets, which revealed clear demethylation of the *Bcl11b*-associated marker region also in naive and memory T cell populations, which was not unexpected considering the importance of Bcl11b not only for ILC2, but also in T cell lineage development and maintenance (De Obaldia and Bhandoola, 2015). *Ptgir* en-codes for the prostaglandin I2 (PGI2) receptor, which transmits inhibitory signals to ILC2 (Zhou et al., 2016). PGI2 receptor–mediated downregulation of inflammation has also been described for myeloid cells and T cells, which is in accordance with our finding of increased demethylation of *Ptgir* in those populations (Zhou et al., 2007). Markers associated with *Neb* (Nebulin) and *Ptpn13* (protein tyrosine phosphatase non-receptor type 13), two genes encoding for proteins with unknown function, showed specific demethylation in ILC2. Of note, specific expression of *Neb* and *Ptpn13* was observed not only in LN-derived ILC2s, but also in ILC2 sorted from the small intestine, which may indicate a particular function of these genes in ILC2s (Gury-BenAri et al., 2016). 

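Ptpn13 (ENSMUSG00000034573), a tyrosine phosphatase gene, was 13.0 ± 4.12 RPKM (SD, n = 3) in ILC2, with libraries from 8.54 to 16.7, against 0.495 ± 0.454 in ILC3, 0.374 ± 0.246 in LTi cells and 0.131 ± 0.113 in ILC1. It was higher in ILC2 than in ILC3 by a log2 fold change of 4.66 (SE 0.95, adjusted p = 0.00641), than in LTi cells by 5.11 (SE 0.98, adjusted p = 0.00313) and than in ILC1 by 6.53 (SE 1.08, adjusted p = 0.00098). Neb (ENSMUSG00000026950), which encodes the giant muscle protein nebulin, was 0.205 ± 0.0498 in ILC2 and at most 0.0127 elsewhere, also higher than in each (over ILC3 3.98, SE 0.83, adjusted p = 0.00709; over LTi cells 5.00, SE 0.90, adjusted p = 0.00205; over ILC1 5.15, SE 0.91, adjusted p = 0.00162). Its RPKM in ILC2 did not exceed 0.258 in any library, in part because the measure divides by a long transcript. In the principal protein-coding transcripts, the region of Ptpn13 lies in intron 7 and that of Neb 2202 bp upstream of the start, within the annotated gene. Only LN cells were sequenced, so intestinal ILC2 were not examined.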

Interestingly, the marker region that we identified in choline dehydrogenase (*Chdh*), encoding for an enzyme in the choline metabolism in mitochondria, is located in close proximity to the promoter of *Il17rb*, the receptor for IL-25. It will be interesting to test whether this epigenetic marker region may equally regulate the expression of both genes. Our data confirm that both Chdh and Il17rb are highly expressed in LN-derived ILC2. 

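Il17rb (ENSMUSG00000015966), a subunit of the receptor for IL-25, was 81.2 ± 10.6 RPKM (SD, n = 3) in ILC2, 7.21 ± 2.97 in ILC3, 5.08 ± 3.02 in LTi cells and 0.0912 ± 0.0457 in ILC1. ILC2 exceeded ILC3 by a log2 fold change of 3.46 (SE 0.46, adjusted p = 0.000425), LTi cells by 4.01 (SE 0.47, adjusted p = 0.000128) and ILC1 by 9.68 (SE 0.66, adjusted p = 2.30e-06). Chdh (ENSMUSG00000015970), the choline dehydrogenase of mitochondria, was 9.21 ± 1.54 in ILC2, 1.76 ± 0.308 in ILC3, 0.854 ± 0.471 in LTi cells and 0.0563 ± 0.0236 in ILC1, and was higher in ILC2 than in each (2.36, SE 0.37, adjusted p = 0.00125; 3.45, SE 0.39, adjusted p = 9.54e-05; 7.21, SE 0.50, adjusted p = 2.43e-06). The genes lie head to head on chromosome 14: Il17rb runs on the minus strand from 30008896 to 29996135 and Chdh on the plus strand from 30009023. The marker region (30009420 to 30009560) sits in intron 1 of Chdh, 397 bp from the start of Chdh and 524 bp from that of Il17rb.

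**Figure D3:**
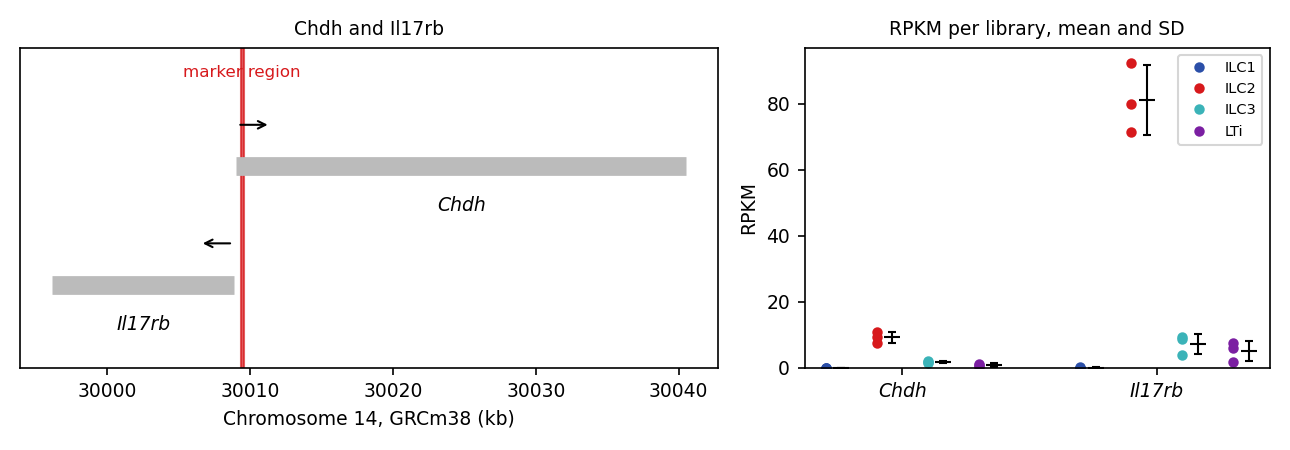
Left, Chdh and Il17rb on chromosome 14 (kb, GRCm38), with arrows for the direction of transcription and the marker region in red; right, RPKM of each library with the mean and SD of each population. For both genes the ILC2 libraries lie above the other 9.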

In line with that, specific expression of these two genes in ILC2 was also observed previously in the small intestine and lung, and is considered to be part of the tissue-specific profile of ILC2 (Ricardo-Gonzalez et al., 2018; Robinette et al., 2015).

Our DMR-based KEGG pathway analysis indicated an overlap of regulatory processes in CD4^+^ T cells and ILCs. This is probably due to the expression of the same line transcription factors T-bet, Gata3, and RORγt. As the development from naive into memory T cells is accompanied by epigenetic imprinting, we were interested to identify differences and similarities in this regulatory layer between ILCs and Th cells. Surprisingly, the initial analysis of DMRs from pairwise comparisons of all populations did not lead to a clustering of populations that express the same lineage transcription factor, such as NK and ILC1 or ILC3 or LTi (Fig. S1 D), but resulted in a clear separation of ILCs and Th cells (Fig. 4 A). Deeper analysis of the specifically demethylated DMRs between the two sample groups indicated a dominant regulatory network for the T cell receptor and associated proteins in T cells, whereas genes coding for immunoregulatory proteins, which were expressed in a variety of immune cells, were affected in ILCs. Future comparisons of the transcription factor–driven network will show which pathways are unique in ILCs and Th cells.

A more detailed analysis of the ILC2 signature revealed a similar methylation pattern between ILC2 and Th2 cells in *Ptgir*, *Chdh*, *Bcl11b*, *Il4*, *Il5*, and *I1rl1*. The demethylation in *Nmur1*, *Gata3*, and *Neb* was less pronounced in Th2 cells, and no clear similarity was seen in *Rem2* and *Ptpn13*. To clarify whether different regulatory elements bind mostly non–T cell transcription factors, we searched for overrepresented regions and corresponding transcription factor binding sites within ILC2-specific DMRs. After filtering for those transcription factors expressed in ILC2, we surprisingly identified primarily protein families such as TCF/LEF, IRF, POK/ZBTB, STAT, JUN, and FOS, known to be responsible for development and function of T cells (Evans and Jenner, 2013; Kang and Malhotra, 2015). These results suggest that similar sets of factors may play a role during ILC and T cell development. Detailed studies must show whether gene loci that play a role in both populations are regulated by the same or different transcription factor complexes. Interestingly, the unequal methylation profile of *Gata3* in ILC2 and Th2 cells indicates recruitment of transcription factor complexes to different sites.

For Th cells, several studies have suggested that environmental signals may critically shape their epigenetic signatures. For example, differences in the degree of methylation were observed in ex vivo Th17 vs. in vitro differentiated Th17 cells (Yang et al., 2015), or between ex vivo Tregs and in vitro differentiated Tregs (Floess et al., 2007). Recently, a genome-wide analysis also revealed differences in the DNA methylation of Tregs derived from different tissues (Delacher et al., 2017). Here, we analyzed the methylation status of ILC2-associated marker regions in ILC2 from lung and liver. Under homeostatic conditions, NK cells and ILC1 constituted the main ILC populations in the liver, whereas ILC2 were found to be very rare. In contrast, ILC2 represent the main ILC lineage in the lung (Dutton et al., 2017). Although we were able to analyze only a restricted amount of marker in the liver, because of the very low number of ILC2 that could be isolated from this organ during steady state, our results indicate overall higher methylation levels compared with lung- or LN-derived ILC2s. Whether this reflects functional differences or an earlier state of maturation is not clear, but nevertheless suggests that distinct local conditions can impact on the epigenetic status of the cells. Interestingly, if there is an influx of mobilized ILCs into the liver, those are true ILC2 as confirmed by the demethylated signature.

Analyzing the impact of an acute inflammatory stimulus on the methylation status of ILC2 marker regions in lung ILC2 revealed only minor changes, except for *Il4*. We even saw a clear methylation increase for *Il4* and a similar, slight trend for the rest of the ILC2 signature. This might reflect the different response of heterogeneous ILC2 subpopulations in the lung, with a major proliferative boost in not completely maturated ILC2, as observed during a *Nippostrongylus brasiliensis* infection (Zeis et al., 2020). The IL-33 model, characterized by IL-5 and IL-13 expression, seems to lack triggers for IL-4 upregulation and might result in methylation increase of the *Il4* gene locus. In view of the fact that the IL-33–mediated challenge clearly enhanced demethylation of ILC2 marker regions in the liver, we hypothesize that environmental challenges can impact the methylation status, depending on the tissue that is affected. In addition, the kind and strength of the inflammatory stimuli may influence on the expansion of ILCs and the dynamics of methylation patterns. Therefore, we cannot rule out that the epigenetic signature might slightly vary at different time points in the lung.

Despite the general classification of ILCs into main lineages, research during the last years has revealed a substantial degree of phenotypical and functional heterogeneity within ILC subsets. Recent single cell omics approaches moreover suggest significant inter- and intralineage plasticity and describe multiple transitional states both under homeostatic conditions and ongoing immune responses (Bielecki et al., 2021; Zeis et al., 2020). Importantly, we defined the populations for our initial WGBS by the expression of one of the master transcription factors T-bet, Gata3, and RORγt, and excluded the expression of the other two transcription markers. This way, we reduced the heterogeneity of our populations and the likelihood of missing specific DMRs due to the presence of overlapping subpopulations. Nevertheless, the sorted populations still represent a mixed population, as seen, for example, by the heterogeneous expression of IL17RB and ST2 in mesenteric vs. inguinal ILC2. As a consequence of this approach, the regions that we identified may rather represent a core signature that can be used to study ILCs from different tissues or under specific immunological conditions, as we did in our lung and liver inflammation models. Since we defined epigenetic marker regions by comparing ILCs from pLNs, we most likely were not able to identify markers associated with specific location or function in tissues such as the skin, lung, or intestine. In addition, as we sorted the cells for our initial WGBS analysis from adult mice under steady-state conditions, it is possible that we missed specific markers associated with early development, activation, or innate memory function.

In summary, we believe that our genome-wide approach to identify specific regions of CpG demethylation in ILCs will help to better define ILC identities, facilitate their identification, and help to better understand the molecular programs that underlie their function at different tissue locations.

## Materials and methods

### Mice

Populations of ILCs for WGBS and pyrosequencing analyses were sorted from 8–20-wk-old male and female C57BL/6J mice. Th cells for WGBS were sorted from 34–38-wk-old *RORc(gt)-Gfp*^*TG*^-*Foxp3-IRES-mRFP* mice (Yang et al., 2016a). Adult 8–18-wk-old *RORc(gt)-Gfp*^TG^ transgenic reporter mice (Lochner et al., 2008) were used for RNA-seq*.* Adult 12–16-wk-old *Rosa26-Cas9*^GFP^ mice (Chu et al., 2016) were used for CRISPR/Cas9-mediated gene targeting*.* All mice were bred on a C57BL/6J background. All mice were bred and maintained under specific pathogen–free conditions in animal facilities of TWINCORE (Hannover, Germany), Helmholtz Centre for Infection Research (Braunschweig, Germany), or University Medical Centre Hamburg Eppendorf (Hamburg, Germany). Animal experiments were performed under approval by the Lower Saxony Committee on the Ethics of Animal Experiments as well as the responsible state office (Lower Saxony State Office of Consumer Protection and Food Safety) under permit number 33.9-42502-04-19/3284 (intranasal IL-33 treatments). IL-33–induced liver inflammation was approved by the institutional review board (G44/15 and G58/17; Behörde für Gesundheit und Verbraucher-schutz, Hamburg, Germany). All animal experiments were carried out in accordance with the German Animal Welfare Act, the German Animal Welfare Ordinance, and the Directive of the European Parliament and Council for the protection of animals used for scientific purposes (2010/63/EU).

### Antibodies

LIVE/DEAD Fixable Dead Cell Stain Kit was purchased from Life Technologies/Thermo Fisher Scientific. The following antibodies were purchased from eBioscience/Thermo Fisher Scientific: APC-conjugated anti-mouse CD3 (145-2C11), CD19 (1D3), TCRβ (B20.1), TCRγδ (eBioGL3), CD11b (M1/70), CD11c (N418), NK1.1 (PK136), Gr-1(RB6-8C5), CD4 (GK1.5), CD14 (Sa2-8), and CD44 (IM7); FITC-conjugated anti-mouse NK1.1 (PK136) and CD11b (M1/70); PE-conjugated anti-mouse CD127 (A7R34), CD3 (145-2C11), and IL-13 (eBio13A); PerCP/eF710-conjugated anti-mouse/human Gata3 (TWAJ) and CD62L (MEL-14); PerCP/Cy5.5-conjugated anti-mouse CD4 (RM4-5), eF450-conjugated anti-mouse IL-5 (TRFK5); AF488-conjugated anti-mouse Foxp3 (FJK-16 s), PerCP/Cy5.5-conjugated anti-mouse Gata3 (TWAJ), and PE-conjugated anti-mouse T-bet (4B10). The following antibodies were purchased from BioLegend: PE-conjugated anti-mouse IL-17RB (9B10), BV605 conjugated anti-mouse CD127 (A7R34), BV605-conjugated anti-mouse CCR6 (29-2L17), PE/Cy7-conjugated anti-mouse/human T-bet (4B10), PE/Cy7-conjugated anti-mouse ST2 (DIH9), BV421-conjugated anti-mouse/human KLRG1 (2F1/KLRG1), APC/Fire 750-conjugated anti-mouse NKp46 (29A1.4), APC/Cy7-conjugated anti-mouse CD3ε (145-2X11), PE/Cy7-conjugated anti-mouse/human CD44 (IM7), and BV605-conjugated anti-mouse CD62L (MEL-14). BV421-conju-gated anti-mouse RORγt (Q31-378) and V500-conjugated anti-mouse CD4 (RM4-5) were purchased from BD Bioscience.

### Flow cytometry

Cells were washed with PBS twice and resuspended with PBS at a concentration of 5 × 10^7^ cells in 1,250 μl PBS. 1 μl of LIVE/DEAD Fixable Dead Cell Stain Kit (Invitrogen) was added into cells per 500 μl final staining volume to exclude dead cells. After incubating at 4°C for 20 min, cells were washed twice with PBS containing 2% FCS. After washing, CCR6 was labeled at 37°C for 20 min before labeling any other surface marker. Afterward, cells were labeled with lineage markers in a final concentration of 5 × 10^7^ cells in 1,250 μl FACS buffer at 4°C for 30 min. For intracellular staining, cells were fixed and permeabilized with Foxp3/Transcription Factor Staining Buffer Set (eBioscience) according to the manufacturer’s instructions, followed by labeling with intracellular transcription factors overnight. For cytokine staining, cells (≤1 × 10^6^) were first incubated in 200 µl RPMI-1640 Glutamax (Gibco) containing 10% FCS (Biochrom), 10 mM Hepes (Gibco), 50 µM β-mercaptoethanol (Gibco), 100 ng/ml PMA (Sigma-Aldrich), 1 μg/ml ionomycin (Sigma-Aldrich), and 5 μg/ml Brefeldin A (eBioscience) at 37°C for 3.5 h. FACSAria II (BD Bioscience) and LSR II (BD Bioscience) were used for sorting or acquiring samples. Sorting was conducted at the Flow Cytometry and Cell Sorting platform (Helmholtz Center for Infection Research, Braunschweig) or Central Research Facility Cell Sorting (Hannover Medical School). Data were analyzed with FlowJo software (TreeStar).

### IL-33–mediated lung and liver challenge models

To induce lung inflammation, mice were treated daily on three consecutive days with 250 ng recombinant murine IL-33 (PeproTech) i.n. To induce liver inflammation, mice were treated daily on three consecutive days with 300 ng rmIL-33 (Bio-Legend) i.p. Control mice were treated with PBS (Life Technologies). 24 h after the last treatment, mice were sacrificed, and lungs or livers were processed to obtain single-cell suspensions for sorting ILC2 and NK cells. ILC2 were sorted as Lin (CD3 and CD19)^−^CD127^+^Tbet^−^Gata3^+^RORγt^−^; NK cells were sorted as Lin (CD3 and CD19)^−^CD127^−^NK1.1^+^Tbet^+^.

### Preparation of single-cell suspensions from murine tissues

Spleens and pLN were extruded through 70-μm cell strainers into 50-ml Falcon tubes by syringe plungers. After rinsing the strainers with PBS containing 2% FCS, cells were centrifuged. Cell pellets were resuspended with 2 ml RBC lysis buffer and incubated at room temperature for 2 min. 8 ml PBS containing 2% FCS were added to stop the lysis. Cells were washed and resuspended with PBS containing 2% FCS at a concentration of 4 × 10^6^ cells/ml for further experiments.

Lung was first washed with PBS and dried on a clean tissue paper to remove remaining blood. After being cut into very fine pieces, the lung was digested with 4 ml RPMI-1640 Glutamax containing 5% FCS, 10 mM Hepes, 1 mg/ml Collagenase D (Roche), and 0.1 mg/ml DNase (Roche) at 37°C for 1 h. Afterward, the remaining lung pieces and digestion solution were extruded through 100-μm cell strainers into 50-ml Falcon tubes by syringe plungers and filled up to 20 ml with PBS containing 2% FCS. Following centrifugation, 14.7% Optiprep (Axis-Shield) gradient was conducted to obtain mononuclear cells. After the gradient, the mononuclear cell layer was collected into PBS containing 2% FCS for further experiments.

Liver was harvested after performing systemic perfusion by injecting 10 ml cold PBS twice from the left ventricle to the right atrium. The gall bladder was carefully removed, and the harvested liver was cut into fine pieces. The tissue pieces were further digested with 4 ml RPMI-1640 Glutamax containing 5% FCS, 10 mM Hepes, 1 mg/ml Collagenase D, and 0.1 mg/ml DNase at 37°C for 45 min. The remaining liver pieces and digestion solution were extruded through 100-μm cell strainers into 50-ml Falcon tubes by syringe plungers and filled up to 50 ml with PBS containing 2% FCS. Cells were then centrifuged without break at 100 *g*, room temperature, and highest acceleration speed for 1 min. Supernatant was collected and centrifuged again at 800 *g* and room temperature for 10 min to obtain compact cell pellets. 40–80% Percoll (GE Healthcare) gradient was applied to obtain a mononuclear layer. The mononuclear cell layer after the gradient was collected into PBS containing 2% FCS for further experiments.

### CRISPR/Cas9-mediated gene targeting of ILC2

ILC2 were sorted as Lin^−^Cas9^GFP+^CD127^+^NKp46^−^KLRG1^+^ from pLNs of *Rosa26-Cas9*^*GFP*^ mice. Lineage markers included CD3, CD19, TCRαβ, TCRγδ, CD11c, CD11b, Gr-1, CD4, CD14, and NK1.1. Sorted ILC2 (≤10.000 cells) were cultured in 96-well U plates with 200 μl culture medium at 37°C for 8 d. The culture medium consisted of RPMI-1640 Glutamax containing 10% FCS, 10 mM Hepes, 50 µM β-mercaptoethanol, 100 μg/ml Primocin (InvivoGen), 20 ng/ml rmIL-7 (PeproTech), 20 ng/ml rmIL-33 (PeproTech), and 25 U IL-2 (NIH). The medium was changed every 3 d. Control Th2 cells were differentiated from naive CD4^+^ T cells as described previously (Berod et al., 2014). Cultured ILC2 were washed and resuspended with OptiMEM at the concentration of 1 × 10^6^ cells/ml before electroporation. sgRNAs were complexed by incubating 2.5 μl CRISPR RNA (crRNA; 200 μM) and 2.5 μl tracrRNA-ATTO550 (200 μM) together at 95°C for 6 min. After the incubation, the sgRNAs were removed from heat and cooled to room temperature. 45 μl OptiMEM, 5 μl sgRNA complex, and 50 μl cells were mixed and transferred into a 2-mm Gene Pulser Cuvette (Bio-Rad). Electroporation was conducted on the Gene Pulser X (Bio-Rad) at 280 V, square wave, 1 pulse, no interval time for 2 ms. After electroporation, cells were cultivated in the culture medium without cytokines at 37°C for 2 h. After resting, cells were washed and cultured with the culture medium described above containing 20% FCS at 37°C for 3 d. crRNA recognizing *Nmur1*-associated marker region was 5′-GTG​AAG​AGA​AAG​CCA​CCG​TAG​GG-3′. Negative control crRNA, tracrRNA-ATTO550, and *Nmur1*-specific crRNA were purchased from Integrated DNA Technologies.

To test the effect of *Nmur1*-targeting on gene expression, RNA was obtained from ILC2 on day 3 after electroporation using AllPrep DNA/RNA Mini Kit (Qiagen). RNA was transcribed into cDNA using SuperScript III Reverse Transcriptase Kit (Thermo Fisher Scientific). Quantitative PCR was performed using iQ SYBR Green Supermix (Bio-Rad) on a LightCycler 480 II (Roche). All procedures were performed according to the manufacturers’ instructions. Gene expression was normalized to *Actb* and log2 transformed. Primers for *Actb* were obtained from Eurofins MWG: Actb (forward, 5′-TGT​TAC​CAA​CTG​GGA​CGA​CA-3′; reverse, 5′-GGG​GTG​TTG​AAG​GTC​TCA​AA-3′). PrimePCR Nmur1 Template (Bio-Rad) was used to analyze the expression of *Nmur1*.

### WGBS

Fixed Lin^−^ (CD3^−^CD19^−^) cells were sorted at high purity for NK cells (CD127^−^NK1.1^+^T-bet^+^), ILC1 (CD127^+^RORγt^−^Gata3^−^T-bet^+^), ILC2 (CD127^+^RORγt^−^Gata3^+^T-bet^−^), ILC3 (CD127^+^RORγt^+^Gata3^−^T-bet^−^CCR6^−^), and LTi cells (CD127^+^RORγt^+^Gata3^−^T-bet^−^CCR6^+^). Several rounds of sorts were conducted to obtain ≥220,000 cells for each ILC population. CD4^+^ cells from spleen and lymph nodes were magnetically enriched by using anti-CD4 microbeads and the autoMacs Pro separator (Miltenyi Biotec). The enriched CD4^+^ cells were fixed and sorted in high purity for Th1 (CD3^+^CD4^+^Foxp3^−^CD44^hi^CD62L^low^T-bet^+^), Th2 (CD3^+^CD4^+^Foxp3^−^CD44^hi^CD62L^low^Gata3^+^), and Th17 cells (CD3^+^CD4^+^Foxp3^−^CD44^hi^CD62L^low^RORγt^+^). Genomic DNA from the sorted cells was extracted using the NucleoSpin Tissue kit (Macherey-Nagel), including a crosslink removal step that was described recently (Kyburz et al., 2019). Briefly, Chelex-100 beads (Bio-Rad) were added after the lysis step and incubated at 95°C for 15 min in a shaker. Chelex-100 beads were spun down, and the supernatant was transferred to a fresh tube. The resulting single-stranded DNA was converted with sodium bisulfite using the EZ DNA Methylation-Direct Kit (Zymo Research) and fragmented by sonication (Covaris S220, 10% duty cycle, 175 W peak incident power, intensity 5, 200 cycles per burst, 120 s). The fragmented DNA served as input for the Accel-NGS Methyl-Seq DNA Library Kit (Swift Biosciences) and resulted in libraries that were sequenced on an Illumina NovaSeq 6000 with depths of 210 million to 282 million paired-end reads (2 × 150 bp). The sequenced libraries were assessed for sufficient sequencing quality and potential adapter contamination by using the programs FastQC (Babraham Bioinformatics; https://www.bio-informatics.babraham.ac.uk/projects/fastqc/), trim_galore (Babraham Bioinformatics; http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), and cutadapt (Martin, 2011). Sequencing reads (R1/R2) were trimmed by adapter and low-quality-end (Phred score <20) removal, followed by deletion of 10 bases at 5′ and 3′ ends to avoid a bias by insufficient end-repair reaction. Reads that were shorter than 20 nucleotides after trimming were discarded. Quality-controlled libraries have been mapped against the mouse reference genome (GRCm38, without gonosomes) using the bisulfite short read mapping software BSMAP (Xi and Li, 2009). To accurately measure the methylation levels of cytosines within CpG motifs and obtain corresponding coverage information, methylation level calling was taken into account only for properly paired unique read pair mappings (methratio.py parameters: --unique, --paired, --remove-duplicate). Because of the high sequencing depth, we were able to assay the methylation level of 19,987,113 CpGs, comprising >98% of all 20,383,910 CpGs in the mouse genome at least one time. Moreover, >76% of all CpGs have been assayed at least five times (i.e., read coverage ≥5) in all samples. The reliable detection of DMRs even in the absence of replicates was performed with the software tool metilene (Juhling et al., 2016). We considered for the detection process only CpG motifs with a coverage of at least five that are present in at least one sample, and a DMR had to contain at least three CpGs. Further on, to be classified as DMR, the difference in mean methylation (i.e., mean over all CpGs of a region) of a region between two compared samples/conditions had to be ≥25%. The resulting DMRs have been further classified according to their genomic location into classes (a) promoter, (b) intragenic, or (c) intergenic using mouse annotations from Ensembl release 81. The promoter region was defined as 1 kb around the TSS. TSS coordinates of annotated transcripts have been used further to compute the histogram of distances between DMRs and nearest TSSs. DMRs located downstream of the TSS distances are positive, whereas DMRs upstream of the TSSs have negative distances. The distances of DMRs overlapping the TSS are counted as zero.

To further investigate the main differences among the methylomes of ILCs (ILC1, ILC2, ILC3, LTi, and NK cells) and CD4^+^ Th cells (Th1, Th2, and Th17 cells), we include all unique DMRs from ILC vs. Th cell pairwise comparison with a mean methylation difference of ≥0.5 in all comparisons that are located in a 5-kb proximity around the TSS of an annotated gene. DMRs located close to genes without canonical gene names were excluded. The DMR methylation values from all samples (*n* = 8) were plotted for each of the top 75 hypermethylated and top 75 hypomethylated DMRs grouped by their nearest gene (Fig. 4, B and C). If more than one DMR (*k* ≥ 1) was identified in a gene locus, k*n data points were plotted.

### Smoothing of methylation values for visualization

The raw methylation values of the samples were smoothed by BSmooth (Hansen et al., 2012) as implemented in the R/Bioconductor package bsseq and used to compute the Euclidian distances for hierarchical clustering and heatmap visualization. Graphic output was generated by the R/Bioconductor package GViz (Hahne and Ivanek, 2016). Information on the genomic location of the regions shown in the methylation profiles (Figs. 2 B and 3 D) are provided in Table S1 B.

### Motif discovery and identification

For de novo discovery of conserved sequence motifs in DMRs, we used an expectation maximization approach as implemented in MEME software (Bailey and Elkan, 1994). Therefore, we extended the DMRs detected in comparisons ILC2 vs. ILC1, ILC2 vs. ILC3, and ILC2 vs. LTi by 10 nucleotides on both ends and performed motif discovery on both strands with MEME (parameters: *-dna -revcomp -nmotifs 20 -mod anr*). Low-complexity motifs [e.g., poly(A/T)] were removed from the resulting lists, and motifs with an E value <0.05 were subjected to motif identification using TOMTOM software (Gupta et al., 2007) and the HOCOMOCO database (v11, core_mouse) of mouse transcription factor binding models (Kulakovskiy et al., 2018).

### Pathway enrichment analysis

To detect pathways that might be modulated by methylation changes, we performed a pathway enrichment analysis on the set of genes associated with a DMR. For this, we associated in a first step each DMR (mean methylation difference ≥0.25, P value ≤0.01) from one pairwise comparison with its nearest annotated gene and looked up all KEGG metabolic pathway annotations (Kanehisa et al., 2016) of those genes. In a second step, we used hypergeometric testing as implemented in the R package gostats (Falcon and Gentleman, 2007) on the list of annotated KEGG pathways to determine significantly (P value ≤0.01) overrepresented pathways. From the resulting pathway list, we took the 40 pathways with highest odds ratios that are overrepresented in all pairwise comparisons and generated a pseudo-heatmap using the color-coded odds ratio values.

### RNA-seq

Lymph node cells from *RORc(gt)-Gfp*^TG^ reporter mice were sorted as previously described (Gury-BenAri et al., 2016). Briefly, ILCs were identified using the lineage marker panel and antibodies against CD127, CCR6, KLRG1, and NKp46 to sort triplicates of ILC1 (Lin^−^RORγt^Gfp−^CD127^+^KLRG1^−^NKp46^+^), ILC2 (Lin^−^RORγt^Gfp−^CD127^+^KLRG1^+^NKp46^−^), ILC3 (Lin^−^RORγt^Gfp+^CD127^+^CCR6^−^), and LTi cells (Lin^−^RORγt^Gfp+^CD127^+^CCR6^+^). RNA was purified from the sorted cells using the RNeasy Micro Kit (Qiagen) according to the manufacturer’s protocol, subjected to cDNA synthesis, and amplified using template-switching technology of the SMART Seq v4 Ultra Low Input RNA Kit (Takara Bio), followed by purification using the Agencourt AMPure XP Kit (Beckman Coulter). Library preparation was performed with Nextera XT DNA Library Prep Kit (Illumina). Sequencing was carried out on an Illumina HiSeq 2500 (50-bp single-end reads) resulting in a sequencing depth of 25.5 million to 39.2 million reads per sample. All libraries were assessed for sufficient read quality (Phred score >30) and potential contamination using the FastQC program. Identified adapter contamination was removed using the programs trim_galore and cutadapt. Trimmed reads with a remaining length of <30 nucleotides were discarded. Libraries were aligned to the mouse reference genome (GRCm38) using the RNA-seq aligner STAR (Dobin et al., 2013) resulting in mapping rates between 93.9 and 98.0%. Reads aligned to annotated genes were quantified with the HTseq-count (https://htseq.readthedocs.io/en/master/) using gene annotations from Ensembl release 81 and served as input for DESeq2 (Love et al., 2014) for pairwise detection and quantification of differential gene expression. For DESeq2 parametrization, we used a β prior and disabled the Cook distance cutoff filtering. All other parameters remained unchanged. For visualization purposes, *rlog* and *vst* count transformations were computed. In addition, reads per kilobase maximum transcript length per million mapped reads values were computed for each library from the raw gene counts. The list of DESeq2 determined differentially expressed genes was filtered with a conservative absolute log_2_ fold-change cutoff of ≥2 and a cutoff for a multiple testing corrected P value ≤0.05.

### Correlation between methylation status and gene expression

To investigate potential correlations between methylation and expression changes, we computed the difference in mean methylation of DMRs associated with certain genes and the change in gene expression (measured on a log_2_ scale) and computed the Pearson correlation coefficient (*R*^2^) between these values. The correlation was classified as negligible (0 ≤ *R* ≤ −0.3), low (−0.3 < *R* ≤ −0.5), moderate (−0.5 < *R* ≤ −0.7), high (−0.7 < *R* ≤ −0.9), or very high (−0.9 < *R* ≤ −1; Hinkle et al., 2002).

### Pyrosequencing

The methylation status of the marker regions in main immune cells and ILC from IL-33–treated and untreated mice was analyzed by pyrosequencing. Genomic DNA from sorted cells was bisulfite converted by using the EZ DNA Methylation-Lightning Kit (Zymo Research) according to the manufacturer’s instructions. Pyrosequencing was performed as described previously (Yang et al., 2016a). Primers for amplification of the region of interest, the corresponding sequencing primers, and the chromosomal positions are listed in Table S1 C.

### Statistical analysis

Real-time PCR and flow cytometry data were tested using unpaired two-tailed Student’s *t* test (GraphPad Prism software v8.4). P values were considered significant as follows: *, P < 0.05; **, P < 0.01; ***, P < 0.001; and ****, P < 0.0001.

### Online supplemental material

Fig. S1 shows the characterization of ILC2 in different lymph nodes, the sorting strategy for ILC WGBS, and hierarchical cluster analysis of ILC DMRs. Fig. S2 depicts additional methylation profiles of CpG motifs within gene loci associated with ILCs. Fig. S3 shows sorting strategy for RNA-seq of LN ILCs, principal component analysis, and correlation analysis between expression and methylation. Fig. S4 demonstrates the sorting of Th cell subsets and main immune cells and the methylation status of ILC1, ILC3, and LTi marker regions in Th1, Th2, and Th17 cells. Fig. S5 depicts the sorting strategy for ILC2 and NK cells from lung and liver. Table S1 shows the localization of ILC marker regions and associated gene locus, localization of methylation profiles shown in Figs. 2 B and 3 D, and amplification and sequencing primer for the ILC2 marker regions analyzed by pyrosequencing. Table S2 shows the 1,000 top DMRs among Th and ILC subsets from unsupervised hierarchical clustering. Table S3 shows the methylation values of single CpG motifs located in ILC2 marker regions of immune cell subsets. Table S4 shows the methylation values of single CpG motifs located in ILC2 marker regions of cells from untreated or IL-33–treated mice.

## Data availability

Sequencing data reported in this paper was uploaded to GEO: accession nos. GSE168209 (ILC) or GSE200507 (Th1, Th2, Th17 cells) for WGBS data and GSE168208 for RNA-seq data.

## Supplementary Material

Table S1 shows localization of ILC marker regions and associated gene locus, localization of methylation profiles shown in Figs. 2 B and 3 D, and amplification and sequencing primer for the ILC2 marker regions analyzed by pyrosequencing.

Table S2 shows the 1,000 top DMRs among Th and ILC subsets from unsupervised hierarchical clustering.

Table S3 shows the methylation values of single CpG motifs located in ILC2 marker regions of immune cell subsets.

Table S4 shows the methylation values of single CpG motifs located in ILC2 marker regions of cells from untreated and IL-33–treated mice.

How the deposited data were processed for this re-analysis (not part of the article)

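The authors trimmed the 50-bp single-end reads, aligned them to GRCm38 with STAR and counted uniquely aligned reads per gene with HTSeq-count on Ensembl 81 genes; these counts were used as deposited. The RPKM values are also those of the authors, who deposited them beside the counts after dividing each count by the kilobases of the longest transcript and by the mapped reads of the library. Each of the 12 libraries is 1 of 3 replicates of ILC1, ILC2, ILC3 or LTi cells, and the paper's figure legends describe them as independent experiments on cells of pooled peripheral LNs. The RNA was amplified as full-length cDNA without molecular tags. Totals of reads outside genes and spike-in features were kept out of library sizes and tests. Of uniquely aligned reads, 51.8 to 53.4% were outside genes as counted. The read totals implied by the RPKM values were 24.08 to 38.353 in units of 1e+06 reads.

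Counts were tested in edgeR 4.0.16 (R 4.3.3) with trimmed mean of M values scaling (factors 0.915 to 1.06), a filter for at least 10 counts that kept 13935 genes, and 1 robust quasi-likelihood fit of the 12 libraries with 6 contrasts. Adjusted p-values are Benjamini-Hochberg values within each contrast. Standard errors of log2 fold changes were taken as the absolute value over the square root of F. A gene was counted as differentially expressed at an absolute log2 fold change of at least 2 and an adjusted p of at most 0.05, the thresholds of the paper, and a single gene is called higher or lower at the adjusted p alone. Distances between and within populations, the 50 most variable genes and their tree used rlog counts of DESeq2 1.42.0, as the paper's methods name them. The ratios of distances over all genes for the third replicates used log2 counts scaled by the trimmed mean of M values instead. Levels are means ± SD of the RPKM of 3 libraries, and the SD holds differences between sorts and library preparations as well as counting error. Classes of marker region genes were compared by exact permutation tests of the difference in mean log2 fold change, or with 100000 resamples where exact enumeration was too long (scipy 1.17.1). Gene lists were tested with camera in limma 3.58.1 (preset correlation 0.01, lists with at least 5 tested genes, 216 tests adjusted together), with an estimated correlation and with fry beside it. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.

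The design, thresholds, gene lists and alternatives were fixed before the data were examined, except that fits of replicates 1 and 2 only were added after the third replicates were seen to stand apart. Genes are named by a rule written at the same time: every gene the paper names with these data, the genes of marker regions and the sort markers; for each comparison and direction the 10 genes with the largest fold change past both thresholds, at a mean of at least 10 counts per 1e+06 reads and with no overlap between libraries; for each population its 10 most specific genes; and for each list the members with the lowest p. Values in the paper's figures had been seen when the rule was written. The gene lists cover sort markers, cytokines, receptors and transcription factors of ILC, the factor families of the motif analysis, genes near differentially methylated regions, markers of other cells of the LN and of blood, and cell states. The 216 tests include those of 11 other factors whose labels were read from a picture of the paper's figure, and as a list these are not reported.

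Replicate numbers are those of the sample titles. The paper's text does not say whether libraries of the same number were sorted together. Deviations from the population mean had a median correlation of 0.254 between libraries of the same number (18 pairs) and -0.202 between different numbers, and in 32 of 36 matches a library was closest to its own number. The number was therefore added to the model as an alternative, the replicate block. Its result is given where it changes a call among the 151 results for named genes. For tests of gene lists and for counts of genes only its totals are given, without the members whose calls changed.

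On simulated counts for ILC2 against ILC1 (13632 genes), the test recovered 26, 72, 88 and 94% of genes changed by a log2 fold of 1, 2, 3 and 4, with 4 false calls among 13437 unchanged genes. These calls were made at the adjusted p alone. The simulated libraries had no deviation shared by replicate number, unlike the data, so the rates may not hold for the real libraries. Folds against a population in which a gene has no count use a floor of 3 counts over the population. Reads shared between near-identical genes were not counted, so levels of Gapdh, of some mitochondrial genes and of the Klr and Klra families are uncertain. Positions are those of GRCm38, from the paper's table of marker regions and the GENCODE annotation.

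Of the methylation data, only the values printed in the paper's Table S2 were used. Reads of whole-genome bisulfite sequencing, pyrosequencing and methylation of the marker regions were not analysed, so correlations of expression with methylation of the marker regions were not computed.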

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

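The tests of explanations in this part were chosen after the patterns had been seen; shares of reads and levels of marker genes had been planned.

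In each population the third replicate lay 1.42 to 1.59 times as far from the first and second as those lay from each other (median 1.44). These ratios are on log2 counts scaled by the trimmed mean of M values, not on rlog counts. On rlog counts the closest libraries of a population lay 27.6 to 33.7 apart and the farthest 53.6 to 57.4, so the ratios would differ there. A test over the 4 populations gave 2342 genes higher and 2540 lower in the third replicates, of 13935, at the adjusted p alone. At both thresholds these counts were 41 and 98. Mitochondrially encoded protein genes were higher in the third replicates by a median log2 fold change of 2.02 (camera adjusted p = 3.35e-08). Of 19 immediate early and stress genes, 11 were lower (camera adjusted p = 8.73e-05). The 11 include the heat shock genes Hspa1a, Hspa1b, Hspa8, Hsph1 and Dnajb1, while Fos, Egr1, Egr2, Ier2, Atf3 and Nr4a1 did not pass. Erythroid (4 of 5), sex-linked (3 of 6), MHC class II (4 of 10) and interferon-stimulated genes (10 of 18, with 2 lower) were higher too. STAT (6 of 7, with 1 higher) and JUN and FOS genes (4 of 6) were lower. Camera gave adjusted p = 0.0397, 0.0448, 0.0142, 0.0171, 0.00536 and 0.0397 for these lists in turn. All lists were lost with adjusted p = 0.509 to 0.752 with an estimated correlation. There were 58.4 to 65.3 alignments that were not unique per 100 unique reads, against 41.9 to 48.4 in the other libraries. The values argue against sequencing depth (ratio 1.437 with every library thinned to the smallest total), against mitochondrial, ribosomal protein and the most abundant genes as the source (1.441 without 313 of them), and against a trend with transcript length as the whole cause (Spearman rho -0.384 with length; over the tested genes the ratio was 1.672 and went to 1.614 with the trend removed). Another day, batch or pool of mice for the third replicates may be the source and cannot be told apart from one another, since none is recorded; deviations of libraries with the same number had a median correlation of 0.2536, which any of these would give.

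Of uniquely aligned reads, 51.8 to 53.4% lay outside genes as counted. Annotated antisense genes that lie inside exons of 1 opposite-strand gene had a median of 1.041 times the counts per kb of that gene (66 genes with an abundant partner, of 366; quartiles 0.137 and 1.83). Reads from introns and intergenic sequence as the whole cause are argued against, as 78.79% of these antisense genes had a ratio of at least 0.1. Counting on 1 strand of reads that do not keep their strand is a candidate explanation that stays open, since the bounds set for the ratio were written after it had been seen and no other data tested it. Levels of genes that overlap a gene on the other strand are uncertain.

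ILC2 replicate 1 held transcripts of LTi cells at a median of 5.026% of the LTi level (20 genes, quartiles 4.37 and 5.92%), such as Cd4 at 68.8 counts per 1e+06 reads against 1344 in LTi cells, Il1r1 at 15.6 against 245 and Il23r at 11.4 against 251. ILC3 cells or their RNA as the only source are argued against by the 13.35-fold spread of the shares of the ILC3 level. That spread is over genes picked for LTi cells. The 6 genes picked for ILC3 stood at 5.12 to 10.2% of the ILC3 level (median 6.93%), so ILC3 material beside that of LTi cells is not excluded. Reads of all other libraries assigned to this one alike are argued against too, since ILC1 genes stood at a median of 1.003% (quartiles 0.734 and 1.61%). LTi cells or their RNA in that library are a candidate source, from genes picked because they showed the pattern. The ILC2 gate (GFP negative, KLRG1 positive) would remove LTi cells, and whether the material entered before or after the sort was not tested.

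The T cell receptor gene Trac had a mean of 126.1 RPKM in ILC3, with 173, 177 and 28.3 in the 3 replicates, against 56.1, 63.4 and 8.48 in LTi cells and means of 13.9 in ILC1 and 16.7 in ILC2; the third replicate stood at 0.110 to 0.309 of the mean of the others in ILC3 for Cd3e, Cd3d, Cd3g, Cd5, Cd6, Cd40lg, Blk and Bcl11b too and at 0.100 to 0.295 in LTi cells, at 0.504 to 0.669 in ILC3 and 0.366 to 1.09 in LTi cells for Cd28, Lck, Lat, Trbc1, Trbc2 and Icos, and at 2.81 (ILC3) and 1.72 (LTi cells) for Cd4.

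For each of the 6 comparisons the libraries can be split into 2 groups of 3 in 10 ways, which cannot give a share under 0.05 (lowest 0.1, 1 of 10). The real splits gave 1161, 869, 1218, 867, 1361 and 171 genes at both thresholds (ILC2 with ILC1, ILC2 with ILC3, ILC2 with LTi cells, ILC1 with ILC3, ILC1 with LTi cells, LTi cells with ILC3), and the highest of the other splits gave 0 in edgeR's quasi-likelihood test.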

How the results depend on the processing

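The tests of replicates 1 and 2 only were chosen after the result was seen; all other alternatives were fixed earlier. For 55 results 1133 alternatives were run, of which 1027 left the result the same (for counts, within 1.5 times). No difference between classes changed sign, and no correlation passed with the other sign. Counts and relative distances cannot be reversed. Where a count moved, the cause was not tested.

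Counts given with both thresholds are followed by counts at the adjusted p alone where these moved. With DESeq2 at the paper's settings, genes higher in LTi cells than in ILC3 numbered 163 (632 at the adjusted p alone), genes higher in ILC3 than in LTi cells 476 at the adjusted p alone, and genes specific to ILC3 5. With DESeq2 at its present defaults these were 184 (614), 479 and 5, and genes specific to LTi cells 100. In a fit of only the 6 libraries compared, 40 genes were higher in ILC3 than in LTi cells (139 at the adjusted p alone), and LTi marker region genes higher than in each other population were 4.

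The replicate block gave 162 genes higher in LTi cells than in ILC3. At the adjusted p alone it gave 706 for that comparison, 671 for ILC3 over LTi cells, 1568 for ILC2 over ILC3, 2118 for ILC2 over LTi cells, 1698 for ILC1 over ILC3 and 2458 for ILC1 over LTi cells. Genes specific to ILC3 were 5 and to LTi cells 103, ILC3 marker region genes 1, and transcription factors that differ 37. It moved no other of the 55 results.

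With at least 50 counts in at least 3 libraries, 201 genes were higher in ILC2 than in ILC3 and 282 than in LTi cells, 127 were specific to ILC2 and 0 to ILC3. Scaling by DESeq2 size factors or by library size only moved none of these counts by more than 1.5 times.

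With limma-trend on log2(RPKM + 1), whose offset shrinks genes of low RPKM, the counts were 150 (ILC2 over ILC1), 170 (ILC1 over ILC2), 64 (ILC2 over ILC3), 142 (ILC3 over ILC2), 94 (ILC2 over LTi), 212 (LTi over ILC2), 70 (ILC1 over ILC3), 133 (ILC3 over ILC1), 138 (ILC1 over LTi), 234 (LTi over ILC1), 22 (LTi over ILC3, 622 at the adjusted p alone) and 12 (ILC3 over LTi). Specific genes were 58 for ILC1, 47 for ILC2, 0 for ILC3 and 17 for LTi cells, and LTi marker region genes 4. On log2(RPKM + 0.1), 429 genes were higher in ILC3 than in ILC1, and 469 in LTi cells than in ILC3 at the adjusted p alone.

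With replicates 1 and 2 only, genes higher in LTi cells than in ILC3 were 297 (1174 at the adjusted p alone) and higher in ILC3 103 (913). At the adjusted p alone there were 2108 for ILC1 over ILC2, 1660 for ILC2 over ILC3, 1958 for ILC2 over LTi cells, 1906 for ILC1 over ILC3, 2143 for ILC3 over ILC1 and 2342 for ILC1 over LTi cells. Specific genes were 10 for ILC3 and 166 for LTi cells, ILC3 marker region genes 1, and transcription factors that differ 36.

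Leaving out 1 library at a time gave 29 to 146 genes higher in LTi cells than in ILC3 (78 to 409 at the adjusted p alone) and 37 to 75 higher in ILC3 (95 to 300). At the adjusted p alone, genes higher in ILC2 than in ILC3 ranged from 557 to 971 and the reverse from 792 to 1275, both lowest without ILC2 replicate 2. Genes specific to ILC3 ranged from 0 to 3 and to LTi cells from 14 to 90, LTi marker region genes from 1 to 4, and transcription factors that differ from 13 (without ILC2 replicate 2) to 25.

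Distances were taken over the mean distance between populations. As 1 minus the Spearman correlation they were 0.8634 for ILC1 to ILC3, 1.32 for ILC1 to LTi cells and 0.5406 for ILC3 to LTi cells, and with the 500 most variable genes 0.5344 for ILC3 to LTi cells. Ranked by edgeR's F, the 50 genes held 2 of the 8 genes the paper names. Gene list tests past the threshold fell to 50 with an estimated correlation. With the fold changes of DESeq2 at the paper's settings, the correlation of methylation with expression over the regions of the paper's Table S2 was -0.2632 for ILC2 and ILC1 and -0.2386 for ILC1 and LTi cells, and passed in both (adjusted p = 0.03711).

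Of 151 results for named genes, 17 had a call that changed under at least 1 alternative (22 calls lost and 57 gained).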

Differences from the paper's values

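The comparison of values with the paper's figures was planned; the points of Fig. 3 C and Fig. S3 D were read a second time, by 1 method for every panel, after first readings had been seen to differ, and the tests of replicates 1 and 2 only were added later.

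Of 51 log2 fold changes read by eye from the paper's figures, 15 differ from those of edgeR. A value was counted as different if it had the other sign or lay farther away than the standard error of the fit. The error of reading by eye was not included. All 15 lie farther from 0 here, and DESeq2 at the paper's settings, which shrink fold changes and were an alternative before the data were examined, leaves none that differs. In ILC2 over ILC1 the values are 9.85 for Il1rl1 (the paper's about 9.2 in Fig. 3 C, read by eye), 9.12 for Nmur1 (about 8.6), 8.92 for Ptgir (about 7.9), 8.601 for Il4 (about 7.2), 7.21 for Chdh (about 6.5), 5.15 for Neb (about 4.1) and 6.53 for Ptpn13 (about 4.0), all read by eye. The ILC1 genes are -5.96 for Tbx21 (the paper's about -4.8), -7.71 for Ifng (about -6.8) and -7.76 for Klrc1 (about -6.8), also by eye. Il5 has no counts in ILC1, so its fitted 12.75 is not an exact fold; its bound of at least 9.74 also lies above the paper's about 6.9 in Fig. 3 C, read by eye. In ILC2 over ILC3 they are 6.80 for Il5 (the paper's about 5.3), -4.63 for Blk (about -2.8) and 4.66 for Ptpn13 (about 3.1). In LTi cells over ILC3 it is 3.96 for Itih1 (the paper's about 2.0 in Fig. S3 D, read by eye).

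An alternative meets a value that lies within its own standard error, so a wider error alone can bring a value in. Among the other alternatives set before the data were examined, limma-trend on log2(RPKM + 0.1) also meets the paper's value for Nmur1, Ptgir, Il4, Ifng and Itih1, and limma-trend on log2(RPKM + 1) for Klrc1 and, against ILC3, Ptpn13. Leaving out 1 library does so for Nmur1 and Chdh (ILC1 replicate 1), Ptgir (ILC1 replicate 2 or 3), Neb (ILC1 replicate 2 or ILC2 replicate 1), Ifng (ILC1 replicate 3, ILC2 replicate 2 or 3), Klrc1 (ILC1 replicate 3 or ILC2 replicate 3) and Itih1 (ILC3 replicate 1). The others do not, and for Il1rl1, Il5, Blk and Tbx21, and for Ptpn13 against ILC1, only DESeq2 at the paper's settings does. Panels for the other comparisons and points within 0.1 of 0 were not read. The read totals of 24.08 to 38.353 in units of 1e+06 reads lie near the paper's 25.5 to 39.2.

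The 50 most variable genes by variance of rlog counts share 35 with the 50 of the paper's heat map. Variance of vst values, an alternative set earlier, gives 50 of 50, while variance of scaled log2 counts gives 26 and edgeR's F 8. The paper's methods name both transformations.

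Emb is described as raised in ILC3 alone. Its adjusted p here was 0.0542 over ILC1, 0.12 over ILC2 and 0.434 over LTi cells; the replicate block calls all of them (8.82e-05, 0.00039 and 0.0108), as do replicates 1 and 2 only, and DESeq2 at the paper's settings calls ILC1 (0.0344).

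Ccr6 is described as not expressed in ILC3. It was 32.8 RPKM there, and higher than in ILC1 by a log2 fold change of 4.83 (adjusted p = 0.00171).

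Lrrk2, Pxdc1 and Vipr2 are described as higher in LTi cells than in ILC3, and 1 of the 3 passed. Vipr2 had an adjusted p of 0.0045, Lrrk2 0.486 and Pxdc1 0.332.

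Trerf1 is described as the gene of ILC1 regions that ILC1 did not express. It was at 1.03 to 2.46 RPKM in the ILC1 libraries, and no population was higher or lower than ILC1.

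Among genes of ILC2 regions 9 of 12 were higher in ILC2 than in each other population. Besides Dhx40, the paper's exception, Rem2 (adjusted p = 0.297 over ILC1, 0.0635 over ILC3, 0.0687 over LTi cells) and Bcl11b (0.375 over ILC3) did not pass. DESeq2 at the paper's settings calls Rem2 over ILC3 (0.01895) and over LTi cells (0.0302), and replicates 1 and 2 only call Bcl11b over ILC3 (0.0029).

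The paper keeps motifs of factors expressed in ILC2 and gives no threshold for it. Among the factors labelled in Fig. 5 C, Irf4, with 0.785 RPKM in its lowest ILC2 library, Fosb and Spib were below 1 RPKM in at least 1 ILC2 library, and the others were not. Irf4 was higher in ILC2 than in LTi cells (3.96, adjusted p = 0.00307), as the figure marks.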

Other observations

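The tests of gene lists and of the regions of the paper's Table S2 had been planned; which genes to describe was chosen after the result was seen.

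Tph1, which encodes the first enzyme of serotonin synthesis, was 6.40 ± 3.07 RPKM (SD, n = 3) in ILC2, listed at 0 in ILC1 and ILC3, and 0.0348 ± 0.0302 in LTi cells (ILC2 over LTi cells log2 fold change 7.32, SE 0.70, adjusted p = 0.000326 in edgeR's quasi-likelihood test); it was at least 379.6-fold higher than in ILC1. Il6 was 3.96 (3.78 to 4.30) in ILC2 and listed at 0 in ILC1, at least 270.1-fold. Nr1d1, which encodes the clock repressor REV-ERBα, was 55.6 ± 3.19 in LTi cells, 36.8 ± 2.24 in ILC3, 7.94 ± 1.84 in ILC2 and 1.99 ± 0.404 in ILC1, and higher in ILC3 than in ILC1 by 4.13 (SE 0.17, adjusted p = 5.33e-07). Tnfsf4, which encodes the costimulatory ligand OX40L, was 19.3 ± 1.92 in LTi cells and 2.93 ± 0.317 in ILC3 (2.68, SE 0.22, adjusted p = 0.000333). Tnfsf11, which encodes RANKL, was 16.1 ± 1.07 in ILC2, 9.97 ± 1.11 in LTi cells, 7.98 ± 0.770 in ILC3 and 1.63 ± 0.185 in ILC1, and higher in ILC2 than in ILC1 by 3.19 (SE 0.16, adjusted p = 2.95e-07).

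Cxcr3, a chemokine receptor of type 1 lymphocytes, was 102 ± 10.1 in ILC3 and 9.86 ± 2.87 in LTi cells, and lower in LTi cells (-3.41, SE 0.37, adjusted p = 0.00125). Cd74, the invariant chain of MHC class II, was 2720 ± 353 in LTi cells and 267 ± 120 in ILC1, and H2-Aa was 790 ± 206 and 52.1 ± 29.7 (3.23, adjusted p = 0.000179; 3.80, adjusted p = 0.000487). Mki67 and Top2a, genes of dividing cells, were 0.960 ± 0.173 and 3.15 ± 0.358 in ILC2 and 0.0873 ± 0.0336 and 0.447 ± 0.234 in LTi cells (3.46, adjusted p = 0.000471; 2.82, adjusted p = 0.000203).

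Camera, adjusted over 216 tests of lists and comparisons, passed 96, and 50 with an estimated correlation between genes; fry passed 118 (89 shared), the replicate block 93 (89 shared) and replicates 1 and 2 only 89 (85 shared). Of 28 NK cell receptor genes, among which Klr and Klra genes share reads, 27 were higher in ILC1 than in ILC2 and Klrg1 was lower (adjusted p = 1.48e-33), 20 were higher and 1 lower in ILC1 than in ILC3 (7.27e-17; 22 adjusted over the list alone; lost with adjusted p = 0.0575 with an estimated correlation), 23 higher and 1 lower in ILC1 than in LTi cells (5.97e-23) and 15 higher in ILC3 than in LTi cells (6.39e-21; 20 over the list alone). Of 12 cytotoxic granule genes, 9 were higher in ILC1 than in ILC2, 10 than in ILC3 and 10 than in LTi cells (2.34e-14, 1.41e-10 and 3.58e-12). Adjusted over the list alone, the counts were 10, 10 and 11. Whether NK cells in the ILC1 libraries add to the results of these lists was not tested. Of 7 type 1 cytokine and chemokine genes, 6 were higher in ILC1 than in each other population (1.49e-07, 2.03e-06 and 7.22e-08), and Tnf was lower in ILC1 than in ILC3 and LTi cells. Of 7 type 2 cytokine genes, 6 (Il4, Il5, Il13, Areg, Csf2 and Il6) were higher in ILC2 than in each (9.84e-09, 2.94e-11 and 7.46e-11).

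Of 9 type 2 cytokine receptor genes, 6, 3 and 5 were higher in ILC2 than in ILC1, ILC3 and LTi cells (adjusted p = 1.63e-13, 2.76e-06 and 1.31e-06), with Il4ra lower than in ILC1 and Il2ra lower than in LTi cells. Of 8 type 3 cytokine receptor genes, 8 were higher in LTi cells and 7 in ILC3 than in ILC1 (4.91e-10 and 1.23e-11), and 7 and 6 than in ILC2 (1.67e-07 and 4.58e-06); in LTi cells over ILC3 the call (0.027) was lost with adjusted p = 0.294 with an estimated correlation. Of 7 type 3 and lymphoid tissue inducer cytokine genes, 6 (Il22, Lta, Ltb, Tnfsf11, Tnfsf4 and Tnfsf14) were higher in LTi cells and in ILC3 than in ILC1 (1.16e-07 and 5.53e-07), and 4 in ILC2 than in ILC1 (0.000129, lost with adjusted p = 0.0812 with an estimated correlation). Of 8 type 1 cytokine receptor genes, 5 were lower in ILC2 than in ILC1 and 5 than in ILC3 (3.39e-13 and 9.04e-14). Of 11 genes of the neuropeptide and transmitter receptor list, 6 (Nmur1, Vipr2, Ramp1, Ramp3, Ret and Htr1b) were higher in ILC2 than in ILC1 (1.93e-10), with calls over ILC3 (0.00267) and LTi cells (0.0153) lost with adjusted p = 0.0522 and 0.0724 with an estimated correlation. Of 15 prostanoid and leukotriene genes, 8 were higher in ILC2 than in ILC1 (1.98e-09), with calls over ILC3 (3.98e-06) and LTi cells (1.72e-05) lost with adjusted p = 0.0661 and 0.0556 with an estimated correlation.

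Of 18 cell cycle genes, 17 were higher in ILC2 than in LTi cells (adjusted p = 9.04e-14), 9 higher in ILC2 than in ILC3 (9.07e-07; 12 adjusted over the list alone), 13 higher in ILC1 than in LTi cells (8.05e-06; 15 over the list alone) and 2 higher in ILC3 than in LTi cells (1.31e-09; 12 over the list alone). Of 10 genes of MHC class II presentation, 9 were higher in LTi cells than in ILC1 (2.29e-05, lost with adjusted p = 0.307 with an estimated correlation) and 7 than in ILC2 (0.000724, lost with adjusted p = 0.43). Of 18 interferon-stimulated genes, 11 were higher in ILC1 than in LTi cells and 2 lower (1.62e-05, lost with adjusted p = 0.243). Of 20 transcription factors of ILC, 4 (Tbx21, Eomes, Zfp683 and Lef1) were higher in ILC3 than in LTi cells (1.03e-05). Of 22 chemokine and homing receptor genes, 5 (Ccr5, Ccr9, Cxcr3, Sell and Itgb7) were higher in ILC3 than in LTi cells (0.00206, lost with adjusted p = 0.168). Of 7 sort markers, 5 were higher in ILC3 than in ILC1 (0.000462). These populations were sorted on products of genes in this list, so the result in part restates the gates. Ncr1 and Klrg1 are also members of the NK cell receptor list. Of 17 genes near differentially methylated regions, 7 were lower in ILC2 than in ILC1 and 5 than in ILC3 (0.027 and 0.0477, lost with adjusted p = 0.27 and 0.294).

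Of 22 T cell receptor and signalling genes, 11 were higher in ILC3 than in ILC1 and 2 lower (adjusted p = 0.00295, lost with adjusted p = 0.496 with an estimated correlation), and summed levels were 1631 to 5445 counts per 1e+06 reads per library. Summed levels of the other lists were 467.8 to 1948 for B cells, 322.1 to 641.6 for myeloid cells and 0.926 to 49.4 for mast cells. They were 220.9 to 739.1 for plasma cells and 4.69 to 105.1 for erythroid cells. The 49.4 for mast cells was in ILC2 replicate 3, against 7.14 and 5.83 in ILC2 replicates 1 and 2. Calls for B cell (LTi cells lower than ILC3, 0.0494), myeloid (LTi cells higher than ILC3, 0.00115) and plasma cell genes (ILC3 higher than ILC2, 0.00397; Xbp1, Sdc1 and Derl3) were lost with adjusted p = 0.765, 0.271 and 0.233 with an estimated correlation. Camera passed none of the comparisons for IRF, STAT, JUN and FOS, ZBTB and ETS genes. It also passed none for erythroid, immediate early and stress, glycolysis, mitochondrially encoded and sex-linked genes. Lists of TCF and LEF (4 genes tested), mast cell (3) and stromal genes (1) were too short for the test.

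Camera on the marker region genes is not independent evidence, as the study chose them and shows them with the same libraries. For ILC1 genes in ILC1 over ILC2, ILC3 and LTi cells it gave adjusted p = 2.39e-12, 9.42e-06 and 2.94e-07. The second was lost with adjusted p = 0.0557 with an estimated correlation. For ILC2 genes in ILC2 over ILC1, ILC3 and LTi cells camera gave 1.14e-22, 3.34e-21 and 1.71e-20. ILC3 genes passed in ILC3 over ILC1 (7.32e-07), and LTi genes in LTi cells over ILC2 (5.64e-12), ILC1 (1.16e-07, lost with adjusted p = 0.0784) and ILC3 (1.52e-05, lost with adjusted p = 0.146).

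In 65 tested genes nearest the regions of the paper's Table S2, the correlation between the difference in methylation and the log2 fold change was lowest for ILC2 and ILC1 (Pearson r = -0.2757, permutation test, p = 0.0329, adjusted p = 0.197 over 6 comparisons), which does not pass, while with the fold changes of DESeq2 at the paper's settings this pair (-0.2632) and ILC1 with LTi cells (-0.2386) pass (adjusted p = 0.03711 for each). For the other comparisons r was 0.013, -0.113, -0.0416, -0.194 and -0.0622 (ILC2 with ILC3, ILC2 with LTi cells, ILC1 with ILC3, ILC1 with LTi cells, LTi cells with ILC3). By Spearman's rho the lowest pair was ILC2 with LTi cells (-0.291, permutation test, adjusted p = 0.110). For ILC2 with ILC1 rho was -0.178 (adjusted p = 0.437). Only 13 genes had a region past a methylation difference of 0.25 in at least 1 pair.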
